# BRAHMA ATPase of the SWI/SNF Chromatin Remodeling Complex Acts as a Positive Regulator of Gibberellin-Mediated Responses in Arabidopsis

**DOI:** 10.1371/journal.pone.0058588

**Published:** 2013-03-11

**Authors:** Rafal Archacki, Daniel Buszewicz, Tomasz J. Sarnowski, Elzbieta Sarnowska, Anna T. Rolicka, Takayuki Tohge, Alisdair R. Fernie, Yusuke Jikumaru, Maciej Kotlinski, Roksana Iwanicka-Nowicka, Katarzyna Kalisiak, Jacek Patryn, Joanna Halibart-Puzio, Yuji Kamiya, Seth J. Davis, Marta K. Koblowska, Andrzej Jerzmanowski

## Abstract

SWI/SNF chromatin remodeling complexes perform a pivotal function in the regulation of eukaryotic gene expression. Arabidopsis (*Arabidopsis thaliana*) mutants in major SWI/SNF subunits display embryo-lethal or dwarf phenotypes, indicating their critical role in molecular pathways controlling development and growth. As gibberellins (GA) are major positive regulators of plant growth, we wanted to establish whether there is a link between SWI/SNF and GA signaling in Arabidopsis. This study revealed that in *brm-1* plants, depleted in SWI/SNF BRAHMA (BRM) ATPase, a number of GA-related phenotypic traits are GA-sensitive and that the loss of BRM results in markedly decreased level of endogenous bioactive GA. Transcriptional profiling of *brm-1* and the GA biosynthesis mutant *ga1-3*, as well as the *ga1-3/brm-1* double mutant demonstrated that BRM affects the expression of a large set of GA-responsive genes including genes responsible for GA biosynthesis and signaling. Furthermore, we found that BRM acts as an activator and directly associates with promoters of *GA3ox1,* a GA biosynthetic gene, and *SCL3*, implicated in positive regulation of the GA pathway. Many GA-responsive gene expression alterations in the *brm-1* mutant are likely due to depleted levels of active GAs. However, the analysis of genetic interactions between BRM and the DELLA GA pathway repressors, revealed that BRM also acts on GA-responsive genes independently of its effect on GA level. Given the central position occupied by SWI/SNF complexes within regulatory networks controlling fundamental biological processes, the identification of diverse functional intersections of BRM with GA-dependent processes in this study suggests a role for SWI/SNF in facilitating crosstalk between GA-mediated regulation and other cellular pathways.

## Introduction

The SWI/SNF chromatin remodeling complexes are evolutionarily conserved multimeric assemblages of proteins that use the energy of ATP hydrolysis to disrupt DNA-histone interactions. Through their ability to regulate access to nucleosomal DNA they exert profound effects on transcriptional activity [1]. SWI/SNF-mediated chromatin remodeling has been shown to play a central role in cell proliferation, differentiation and development [2]. All SWI/SNF complexes possess a catalytic subunit (ATPase) associated with a set of accessory core subunits, including homologs of yeast SNF5 and SWI3 proteins which are essential for assembly, overall stoichiometry and recruitment of SWI/SNF to target loci [3], [4]. Arabidopsis has two major orthologs of the ATPase (BRM and SYD) and four orthologs of SWI3 (SWI3A, SWI3B, SWI3C, SWI3D), which gives the potential to assemble complexes with different combinations of subunits [5], [6]. As global regulators the Arabidopsis SWI/SNF complexes are essential. This is reflected by the embryo-lethal phenotypes of single *swi3a* and *swi3b* mutants and of double *brm/syd* mutants [7], [8]. Due to partial redundancy between the BRM and SYD ATPases, single mutants in their respective genes are viable. The phenotypes of these mutants, and of mutants in the SWI3C and SWI3D subunits, are dwarf or semi-dwarf with numerous aberrations in organ development [9], [10], [7].

While some of the processes disrupted in *swi/snf* mutants have been revealed [11], [12], [13], the global pattern of changes in the regulatory networks that could lead to their strong and complex developmental phenotypes is largely unknown. Recently, SYD and BRM ATPases were shown to interact with LEAFY and SEPALLATA3 proteins in order to control floral organ identity, acting antagonistically to Polycomb repressors [14]. There is also evidence linking SWI/SNF complexes with hormonal pathways. SYD is involved in the regulation of jasmonic acid- and ethylene-dependent genes [15], and SWI3B is an interaction partner of HAB1, a key element in ABA signaling [16]. A transcriptional profiling study of *brm* and *syd* null mutants identified that several genes involved in auxin and GA signaling were affected [8]. These data and the properties of Arabidopsis *swi/snf* mutants prompted us to examine whether there is a functional link between GA signaling and SWI/SNF complex-mediated chromatin remodeling.

GAs are major promoters of plant growth and development that are involved in various processes including seed germination, vegetative growth, flowering and stress responses [17], [18], [19]. Levels of active GAs are tightly controlled through transcriptional regulation of genes encoding GA 20-oxidases (GA20ox) and GA 3-oxidases (GA3ox), responsible for the late steps of GA biosynthesis, as well as GA 2-oxidases (GA2ox), responsible for GA degradation [20], [21], [22]. GA signaling initiates with the binding of GA to one of its receptors (GID1a, b, and c in Arabidopsis), triggering proteasomal degradation of the master growth repressors: the DELLA proteins [18], [19], [23], [24], [25]. Arabidopsis has five DELLA proteins: RGA, GAI and RGL1-3. Genetic analyses have shown that the different DELLAs perform both specific and overlapping functions during development [26], [27]. At low GA concentrations, DELLA proteins accumulate and act as repressors of growth and other GA-regulated developmental processes [28], [29], [30]. Gain-of-function *DELLA* mutants, or mutants with decreased levels of active GA, like *ga1-3*, which is defective in an early-step of GA biosynthesis, are characterized by a dwarf phenotype and strongly impaired germination, flowering, and fertility. Conversely, loss-of-function *DELLA* mutations lead to suppression of the *ga1-3* phenotype [27], [31]. More recently, DELLAs were found to interact with the light-responsive transcription factors PIF3 and PIF4 in the nucleus, prompting a model in which they act primarily by inhibiting transcriptional regulators [32], [33], [34], [35], [36], [37], [38], [39]. In addition to proteasome-dependent regulation of DELLA levels by active GA, their activities are also controlled by other proteins such as the N-acetylglucosamine transferase SPINDLY [40], [41], and SCARECROW-LIKE 3 (SCL3) that was recently proposed to act as an attenuator of DELLAs [42], [43].

In this study, we demonstrate that BRM, a catalytic subunit of SWI/SNF complexes, affects the expression of a significant number of GA-responsive genes in an opposite manner to DELLAs. This is consistent with our finding that the level of active GA is markedly decreased in the *brm* null mutant. Moreover, we show that BRM activates *GA3ox1* and binds to chromatin in the vicinity of its promoter, suggesting that it plays a direct role in the positive regulation of GA biosynthesis. However, we also show by genetic analyses, that BRM controls a number of GA-responsive genes independently of its effect on GA biosynthesis. We also reveal that in addition to targeting *GA3ox1,* BRM positively regulates and directly associates with the promoter of *SCL3*, a gene performing regulatory functions in the GA pathway. Our demonstration that BRM interacts with the GA signaling pathway at different levels, is the first evidence for participation of SWI/SNF chromatin remodeling in the mediation of GA responses.

## Results

### Plants Depleted of BRM Show GA-related Phenotypic Traits and Increased Sensitivity to GA Biosynthesis Inhibitor

Arabidopsis *brm* null mutants (such as *brm-1* and its phenocopy *brm-6*, studied here) [9], [44], are depleted in the SWI/SNF-type ATPase BRM and display a dwarf phenotype with characteristic short and branched roots, dark green coloration, closed flowers, underdeveloped stamens, male sterility and delayed flowering under non-inductive short-day conditions. In these respects, they resemble to some extent the phenotype of mutants with suppressed GA signaling or biosynthesis, such as *ga1-3* [45] or *ga3ox* [20], which have reduced levels of endogenous gibberellins (Figure 1A, Figure S1A–E). However, the *brm* null plants also display a number of unique features, like curled leaves and homeotic changes in flowers [9], [44], which are not shared by GA biosynthesis mutants. The GA-related phenotypic traits of *brm* null mutant are consistent with the microarray transcript profiling of Bezhani et al. (2007) [8] who reported that several hormone pathway genes, including those of the GA-pathway, are mis-expressed in *brm-101* (another *brm* null allele) and *syd-2* mutants.

**Figure 1:**
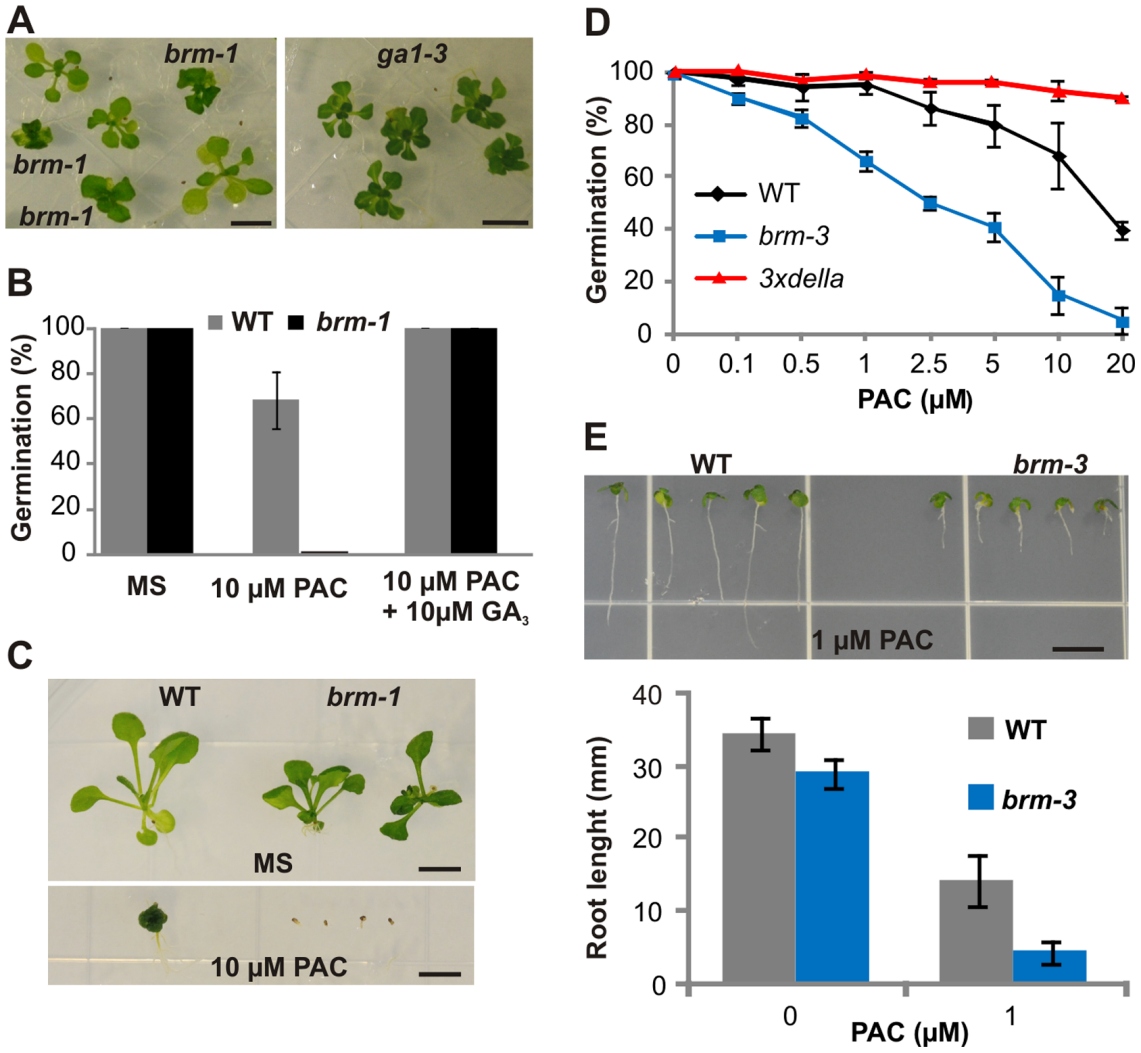
*brm* mutants show GA-related phenotypic traits and increased sensitivity to paclobutrazol. (A), Comparison of *brm-1* and *ga1-3* mutants grown on ½ MS medium for 18 days under long-day conditions. (B), Germination of the *brm-1* mutant is abolished in the presence of 10 µM PAC and rescued upon addition of exogenous gibberellin. The progeny of *brm-1/BRM* plants were analyzed 14 days after sowing. (C), Phenotype of *brm-1* plants grown for 25 days on 10 µM PAC after incubation of seeds with exogenous GA. (D), Germination assay of wild type, *brm-3* and *3xdella* (*rga/rgl1/rgl2*) lines. Seed coat rupture after 14 days was scored as germination. (E), Root elongation assay of wild type and *brm-3* plants grown for 12 days on PAC-containing medium. Bars in A, C and E = 5 mm.

The above data suggest that BRM plays a role in GA biosynthesis and/or signaling. To test this hypothesis, we examined *brm-1* phenotypes in the presence of the GA biosynthesis inhibitor, paclobutrazol (PAC). The *brm-1* plants were more sensitive to PAC than wild type plants, since *brm-1* homozygotes could not be recovered after germinating *brm-1/BRM* progeny on medium containing 10 µM PAC, the concentration at which wild type plants displayed a germination rate of about 70% (Figure 1B). We also tested growth responses of *brm-1* plants grown from seeds incubated with exogenous GA to ensure germination. The presence of 10 µM PAC severely affected the development of *brm-1* mutants, which failed to survive beyond 25 days, while wild type plants continued to grow under these conditions (Figure 1C). As PAC can possibly interfere with the biosynthesis of other hormones, we also examined growth on medium containing 10 µM PAC supplemented with exogenous GAs. In this case, the *brm-1* plants germinated and were viable, suggesting that the enhanced reaction of these mutants to PAC is linked with its inhibitory effects on the GA pathway (Figure 1B and Figure S1F).

Since *brm-1* is a highly pleiotropic mutant, defects in many different functions could have potentially influenced the outcome of the PAC assays and the PAC hypersensitivity of *brm-1* plants might be due to the additive effect of GA deficiency and earlier defects in growth and/or development resulting in the dwarf stature of adult *brm-1* plants. To examine this possibility, we used a weak *brm-3* mutant in which a T-DNA insertion in the 3′ portion of the *BRM* gene gives rise to a truncated protein lacking a C-terminal fragment of 454 amino acids (approximately 1/5th of the molecule). Although the *brm-3* mutant exhibits only mild developmental and growth defects (Figure S2) [46], PAC treatment had a much greater inhibitory effect on the germination of *brm-3* than on wild type seeds, while germination on medium without PAC was normal for both the *brm-3* and the wild type. As expected, a *triple della* mutant (*rga/rgl1/rgl2*) was insensitive to PAC treatment (Figure 1D). Moreover, in the presence of PAC, *brm-3* had significantly shorter roots than wild type plants (Figure 1E). Thus, both null and weak *brm* mutations confer increased sensitivity to a GA biosynthesis inhibitor, indicating that this phenotypic trait is not a secondary effect of earlier GA-independent growth defects caused by the *brm* mutation.

### *brm* Null Mutants Show Both GA-sensitive and -insensitive Traits and have Reduced Levels of Bioactive GA

To learn more about the relationship between GA signaling and BRM-mediated processes, we examined the responsiveness of the *brm-1* mutant to exogenous GAs. The ability to germinate on PAC+GA medium (Figure 1B) indicated that the *brm* null mutation does not abolish GA perception. Moreover, in the presence of GA, *brm-1* plants displayed significantly increased hypocotyl growth (Figure 2A, B) and a greatly accelerated onset of flowering under short-day conditions (i.e. days to flowering), such that the mutants flowered similarly to wild type plants (Figure 2C, Table S1). This suggested that at least some traits of *brm* mutants may be caused by GA deficiency, which can thus be overcome by application of exogenous GAs, as is the case for GA biosynthesis mutants.

**Figure 2:**
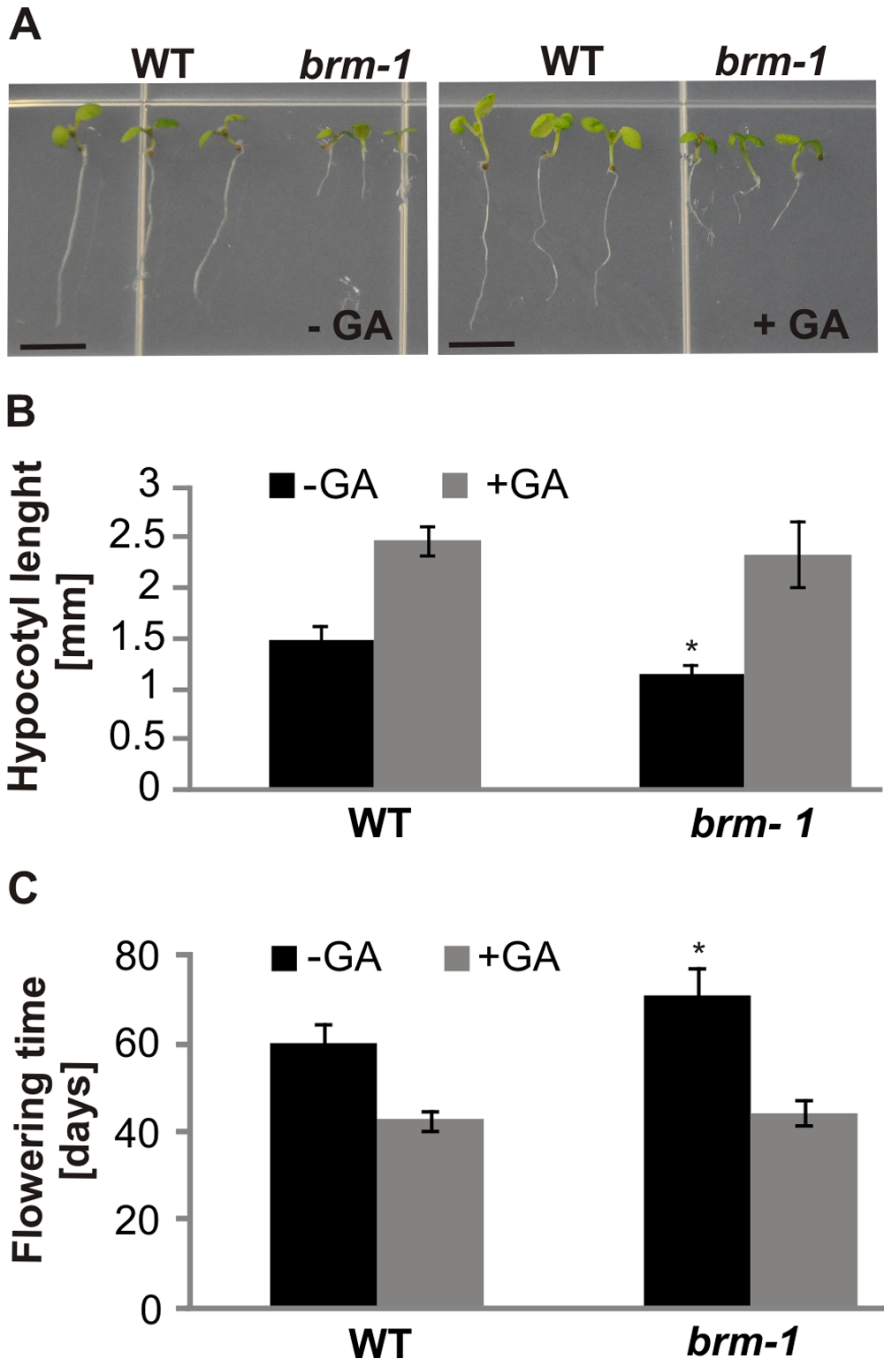
GA responses of the *brm-1* mutant. (A, B), Elongation of *brm-1* hypocotyls and roots in response to 1 µM GA_4_. Plants were grown on ½ MS medium for 8 days under long-days conditions in the presence or absence of 1 µM GA_4_. GA application caused considerable elongation of the hypocotyls, but had little effect on *brm-1* root growth. Bar = 5 mm. (B), Hypocotyl length of plants grown as in A. Presented data are the means of 12 measurements ± s.d. (C), Flowering of *brm-1* plants in response to exogenous gibberellins. Plants were grown in soil under short-day conditions and treated with 10 µM GA_3_. At least 15 plants of each line/condition were scored. Data are the means ± s.d. Asterisks indicate significant differences from the wild type plants (p<0.01).

Therefore, we next compared, through combined liquid chromatography-mass spectrometry [47], the levels of key metabolites in the GA biosynthesis and degradation pathways, and of GA_4_, a predominant bioactive form of GA in Arabidopsis [48], [22], in 4-week old wild type, *brm-6* (*brm* null allele) [44] and *ga1-3* (in Col-0 ecotype) [27] plants grown in soil. Levels of GA_4_ in *brm-6* and *ga1-3* plants were around 50% and 15% of the wild type value, respectively (Table 1). Analysis of GA_34_, an inactive catabolite derived from active GA_4_, showed that its level was strongly reduced in *brm-6* plants, indicating that the decrease in active GA_4_ in this mutant resulted from defective GA biosynthesis rather than enhanced GA degradation. Interestingly, the level of GA_12_, but not GA_9_ (a direct precursor of GA_4_), was also reduced in *brm-6* compared with the wild type (Table 1). The relatively high level of GA_9_ is probably due to the decreased rate of its conversion to GA_4_, while the reduced level of GA_12_ might be caused by increased 20-oxidation of this form (see Discussion).

**Table 1:** Concentration of gibberellins in wild type and mutant lines.

	GA_12_	GA_9_	GA_4_	GA_34_
wild type	5.206 (0.327)	1.730 (0.105)	4.269 (0.315)	6.153 (0.159)
*brm-6*	2.782 (0.258)	2.063 (0.384)	1.911 (0.186)	2.697 (0.125)
*ga1-3*	n.d.	n.d.	0.583 (0.072)	0.095 (0.095)

The values are ng/g dry weight (s.e.). They are the means of three biological replicates except for the GA_12_ and GA_9_ measurements in *ga1-3*, for which 2 replicates were used. n.d. – not determined.

The above analysis indicated that the *brm* null mutant is partly GA deficient, suggesting a direct or indirect role of BRM in GA biosynthesis. However, unlike in typical GA-deficient mutants, treatment with GA did not reverse some of the other *ga1-3*-like traits of *brm-1* plants. Although the cotyledon size, rosette radius and stem height of *brm-1* mutant plants increased upon GA treatment, they remained much smaller than in wild type plants (Figure 2A, Table S1). In addition, when grown in the presence of GA, the roots of *brm-1* remained significantly shortened compared with those of wild type plants (Figure 2A). There was also no reversion by GA treatment of *brm-1* flower phenotypes, and the mutant plants remained completely male sterile (not shown). Thus, a number of the GA deficiency-like aberrant traits caused by the *brm* null mutation (short stature, short roots, flower defects and male sterility) did not change or changed only slightly upon GA treatment. Some of these *brm* mutant traits might be strongly influenced by defects in processes that involve BRM, but are independent of the GA pathway, while others could be caused by GA-insensitive defects in GA signaling.

### BRM Affects the Expression of Both GA Biosynthesis and Signaling Genes

Since the above results implicated BRM in GA biosynthesis and also suggested a role in GA signaling, we used qRT-PCR to examine the expression of genes encoding enzymes involved in the late steps of GA biosynthesis (*GA20ox1*, *GA20ox2*, *GA3ox1*, *GA3ox2*) and GA inactivation (*GA2ox1*, *GA2ox2*), as well as genes coding for GA receptors (*GID1a*,b,c) and *SCARECROW-LIKE 3* (*SCL3*), which is believed to act in the GA pathway by attenuating the DELLA repressors [42], [43]. The levels of the *GA3ox1, GA3ox2*, *GA2ox1*, and *SCL3* transcripts were significantly decreased in *brm-1* compared with wild type plants. The abundance of the *GA20ox1* and *2, GID1a* and *b* transcripts was increased, while *GA2ox2* and *GID1c* were not significantly changed compared with the wild type (Figure 3A). To confirm these data, we then examined levels of the same transcripts in the weak *brm-3* mutant. Consistent with its increased sensitivity to PAC (Fig. 1D and E), the expression of the majority of GA pathway genes (except *GA3ox2* and *GA2ox1*) was also changed, albeit slightly, in this mutant (Figure 3A). The relatively small changes in expression in *brm-3* correspond to the mild phenotypic effects seen in this mutant under normal conditions, and are similar to the findings of a previous study showing less severe changes in the expression of homeotic genes in *brm-3* than in *brm-1* [46]. The results of these analyses confirmed that GA pathway genes are mis-regulated in null and weak *brm* mutants.

**Figure 3:**
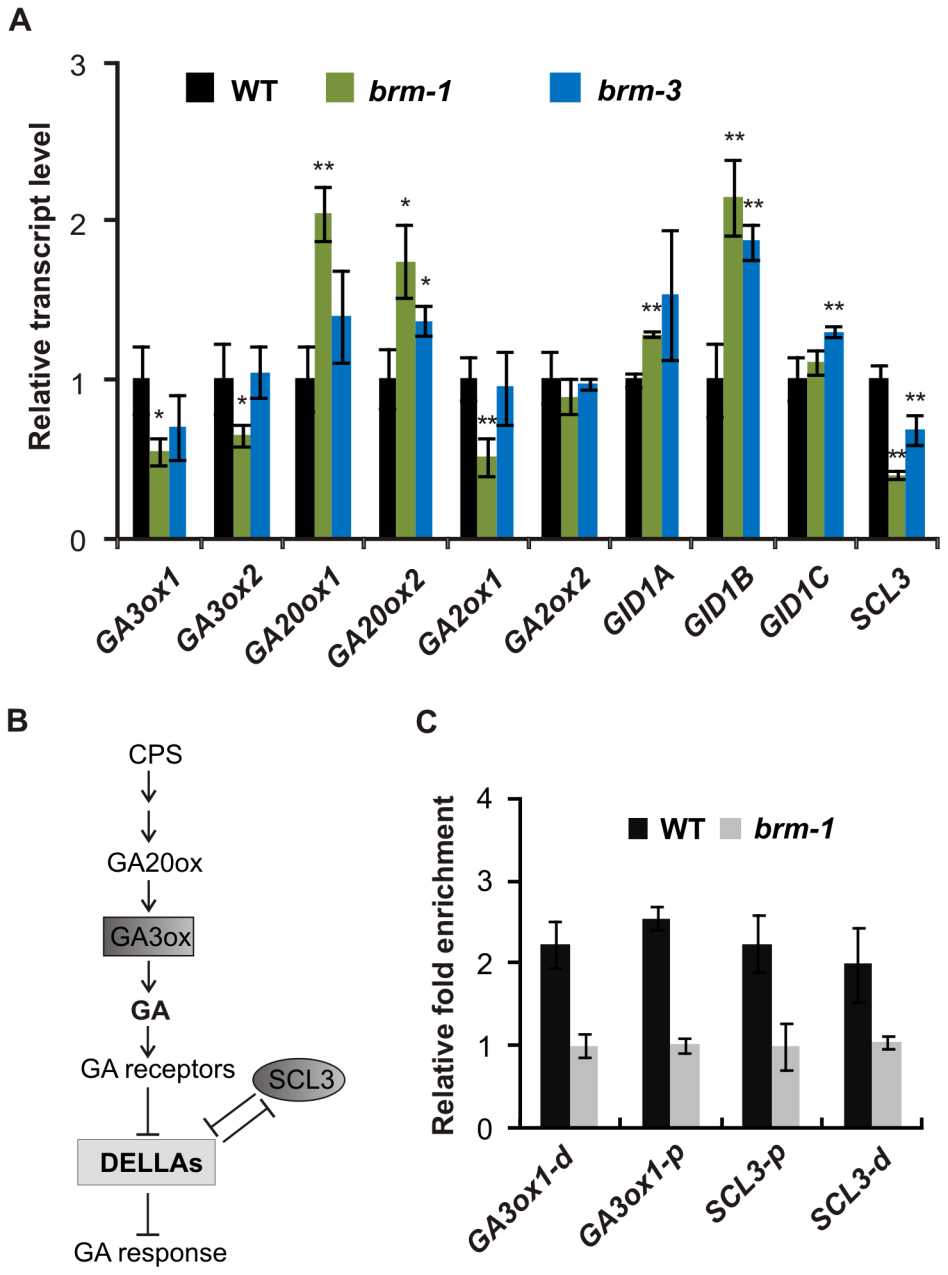
BRM directly regulates the expression of the *GA3ox1* and *SCL3* genes. (A), RT-qPCR analysis of relative transcript levels of GA biosynthesis and signaling genes in 18-d-old wild type, *brm-1* and *brm-3* lines. The housekeeping genes *PP2A* and *GAPC* were used as normalization controls. RT-qPCR data are the means ± s.d. of 3 biological replicates. Transcript levels in the wild type were set to 1. Asterisks indicate significant differences from the wild type plants with p<0.05 (*) or p<0.01 (**). (B), Simplified model of the GA signaling pathway. (C), BRM recruitment to the promoters of *GA3ox1* and *SCL3* in wild type and *brm-1* plants, analyzed by ChIP-qPCR. The signal obtained for the *PP2A* promoter region was used to normalize the qPCR results in each sample. Distal (d) and proximal (p) promoter sequences relative to the start codon of each gene were analyzed. Fold enrichment of each region in the wild type was calculated relative to the *brm-1* sample. The value of ChIP enrichment in *brm-1* was set to 1. Data are the means ± s.e. from 3 reactions in one ChIP experiment. Similar results were obtained in separate experiments.

### BRM Occupies the Promoters of the *GA3ox1* and *SCL3* Genes

The decreased expression of *GA3ox1* is likely to be the primary cause of the reduced GA_4_ content in *brm* null mutants, since the GA3ox1 enzyme catalyzes conversion of precursor GA_9_ to GA_4_ in the final step of GA biosynthesis in Arabidopsis [22]. GA biosynthesis and GID1 genes are known to be feedback regulated by GAs. The *GA20ox* and *GID1* genes are up-regulated, whereas *GA2ox* genes are downregulated under low GA conditions [23], [49], [50]. We thus hypothesized that increased expression of *GA20ox* and *GID1* genes, as well as decreased expression of the *GA2ox1* gene in *brm* mutants is a secondary effect caused by a feedback mechanism compensating downregulation of *GA3ox1* and depletion of active GA, and possibly also downregulation of *SCL3*, which encodes an important factor involved in the maintenance of GA pathway homeostasis (Figure 3B) [25]. Therefore, we examined whether BRM regulates *GA3ox1* and *SCL3* expression by directly interacting with their regulatory sequences. A chromatin immunoprecipitation (ChIP) assay was performed using wild type and *brm-1* plants and anti-BRM antibody [44]. Enrichment of *GA3ox1* and *SCL3* promoter sequences was detected, while there was no significant enrichment of promoter sequences of *GA20ox2* or *GID1b* (Figure 3C, Figure S3). Thus, the *GA3ox1* and *SCL3* genes represent direct targets of BRM, which is consistent with the notion that BRM is involved in the regulation of both GA biosynthesis and GA signaling.

### *ga1-3/brm-1* Double Mutant Shows Additive and Synergistic Traits

In order to genetically test the contribution of BRM to GA-related responses, we generated a *ga1-3/brm-1* double mutant line. When compared with either of the single mutants, homozygous *ga1-3/brm-1* plants showed a number of additive as well as synergistic traits including increased dwarfism, very short roots and the inability to flower under long-day conditions (Figure 4A–E; Figure S4). Double mutant plants were also less viable when grown in soil: only a few *ga1-3/brm-1* homozygotes were recovered after germinating about 1000 heterozygous *ga1-3/brm-1/BRM* seeds. This could be due to the severely underdeveloped roots of *ga1-3/brm-1* (Figure 4A, C). As the GA level in *ga1-3* is at least 3-fold lower than in *brm-1*, the additive traits of the double *brm-1/ga1-3* mutant could be the result of GA pathway-independent functions of BRM. However, enhancement of the *ga1-3* phenotype has also been reported for mutants in genes acting as positive regulators of downstream GA responses, such as *scl3* [42], [43]. Therefore, the observed additive effect could also be due, at least in part, to down-regulation of *SCL3*. Nonetheless, in spite of the enhanced phenotype of the *ga1-3/brm-1* double mutant, the growth of *brm-1* plants on 10 µM PAC (Figure 1B) resulted in a stronger phenotype. This could be explained by the low amount of GAs present in the *ga1-3* mutant ([51], this work) and the possible blocking effect of PAC on other signaling pathways. The *ga1-3* phenotype was shown to be further strengthened by PAC treatment [52], which is consistent with both of these explanations.

**Figure 4:**
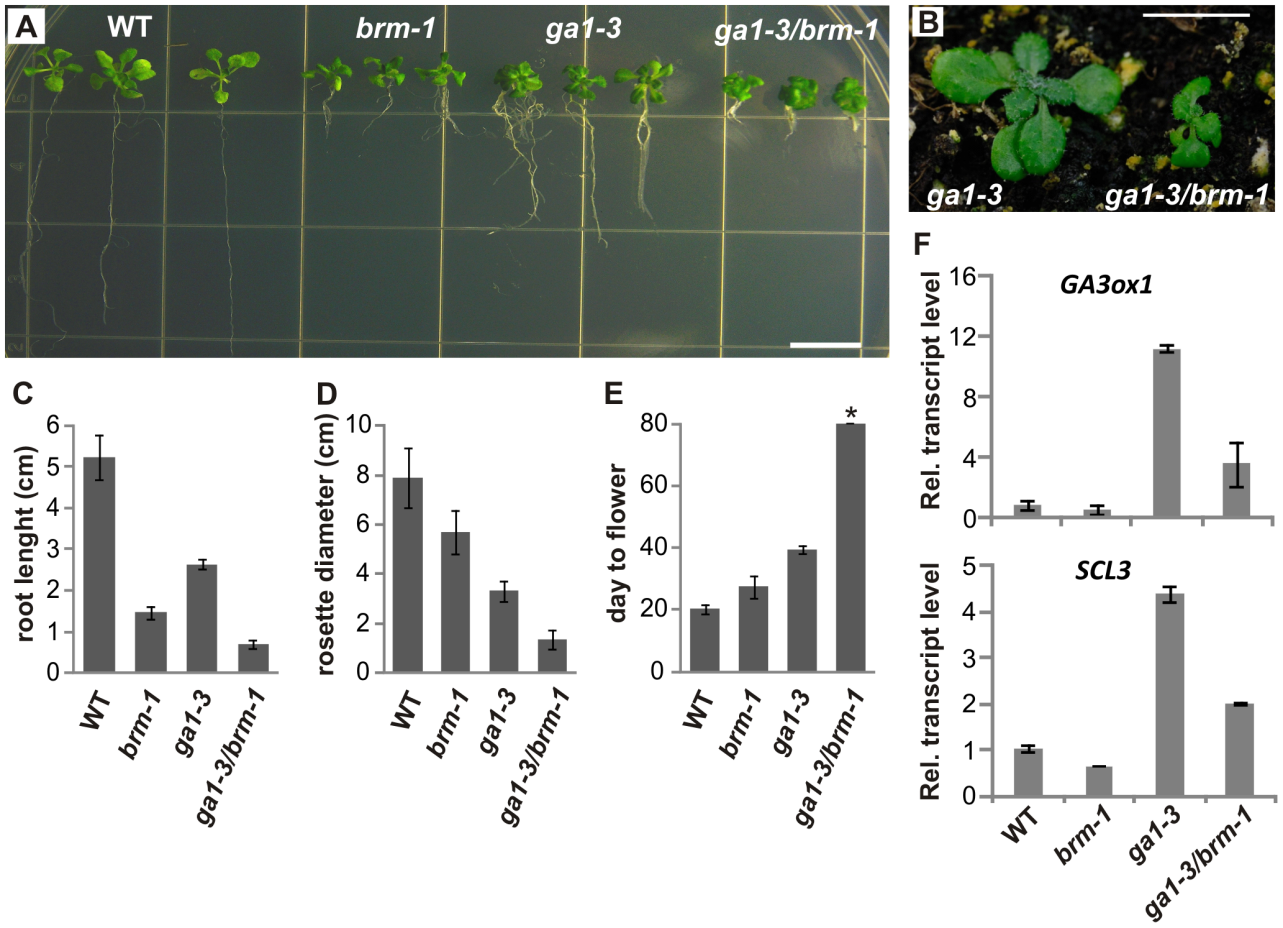
*ga1-3/brm-1* mutant phenotypes. (A–B), Phenotypes of the *ga1-3*, *brm-1* and *ga1-3/brm-1* mutants grown on MS medium (18-d-old seedlings, A) or in soil (22-d-old plants, B). Bars = 10 mm. (C–F), Quantitative characterization of *brm-1*, *ga1-3* and *ga1-3/brm-1* mutants: root length of 18-d-old seedlings (C), rosette diameter at maturity (D) and flowering time under LD conditions (E). Data are the means ± s.d., 10 plants of each line were scored, except for *ga1-3/brm-1* (7 plants). * All *ga1-3/brm-1* plants except one failed to flower by the end of the experiment (80 days). (F), RT-qPCR analysis of relative transcript levels of *GA3ox1* and *SCL3* in 20-d-old wild type, *brm-1*, *ga1-3*, and *ga1-3/brm-1* lines. RT-qPCR data are the means ± s.d. of 3 biological replicates. Transcript levels in the wild type were set to 1.

We next examined the levels of *GA3ox1* and *SCL3* transcripts in the *ga1-3/brm-1* double mutant in comparison with the *ga1-3* single mutant. The transcripts of *GA3ox1* and *SCL3* are known to be up-regulated under low GA conditions as part of the feedback regulation of the GA pathway [23], [25]. RT-qPCR analysis demonstrated that the *brm* null mutation causes a marked decrease in *GA3ox1* and *SCL3* transcript levels in the *ga1-3* background (Figure 4F), indicating that BRM also contributes to the regulation of these genes under low GA conditions. The overall effects of the double *ga1-3/brm-1* mutation suggest that BRM, in addition to positively regulating the GA level, probably functions as a regulator of GA responses, at least in part by promoting *SCL3* expression.

### The Transcriptional Profile of *brm-1* Overlaps with that of the *ga1-3* Mutant

To investigate how BRM contributes to global GA-dependent transcriptional regulation, we compared the transcript profiles of 18-d-old seedlings of *ga1-3*, *brm-1* and double *ga1-3/brm-1* mutant lines and wild type plants, grown on MS medium (see Figure 4A; Tables S2, S3, S4). 

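In shoots of 18-d-old seedlings the BRM transcript fell to near background in the lines that carry brm-1. The BRM probe set had a log2 signal of 7.88 ± 0.06 (SD, n = 3) in the wild type and 8.14 ± 0.19 in ga1-3, and it lay near background at 2.89 ± 0.11 in brm-1 and 2.88 ± 0.14 in ga1-3/brm-1. Among calls with 1 named gene in which every mutant array lay outside the range of the wild-type arrays, the largest rises in brm-1 were those of AT1G07050, AT3G15720, COR27 (a cold-regulated gene), SWEET4 (a sugar transporter) and ELF4 (a clock gene), with log2 fold changes of 4.65, 4.65, 4.60, 4.50 and 4.46. AACT1 had the largest fall in brm-1, with a log2 fold change of -7.19 ± 0.42 (standard error). By the same rule the largest rises in ga1-3 were those of AT3G44970, AOP3, ARPN, GA20OX2 and AT1G52100, and the largest fall was that of AT1G66100 (-6.76 ± 0.29). In the double mutant AOP3 rose by 7.09 ± 0.23 and AT4G10270 by 6.58 ± 0.55. AOP3 lies near GA1, where changes in ga1-3 and the double mutant are not separated from linked DNA of the ga1-3 line. The wild type was near background for each of these rises except that of GA20OX2, and the mutant was for both falls. The values may therefore be lower bounds of the change, and their order is not exact. AT1G07050 had 4.02 without brm-1 replicate 3 and SWEET4 5.16 without brm-1 replicate 2. Each genotype was measured on 3 ATH1 arrays, and their number limits the precision. The values are log2 signals after GC-RMA, and the table holds the 16824 probe sets that passed the authors' detection filter, of which 16764 are not control probe sets. A linear model per probe set (limma) was fitted on all 12 arrays with genotype as the only term, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. In this fit 2459 probe sets were changed in brm-1 (1189 up and 1270 down), 1474 in ga1-3 (680 up and 794 down) and 3964 in ga1-3/brm-1 (2013 up and 1951 down). Over all probe sets, called or not, the 3 mutant arrays all lay above or all below the wild-type arrays for 39.4% in brm-1, 33.9% in ga1-3 and 53.3% in the double mutant, where chance gives 10% for 3 arrays against 3. The platform table names a single gene for 9267 of the probe sets, and a further 1661 were named through the paper's own tables, which list only genes the paper called, so counts over gene families include such members only as a description. The third brm-1 array stood apart from its replicates (37.8 on the main component of the spread within genotypes, against -20.0 and -17.8). Without it 2329 probe sets were changed in brm-1, 1995 of them among the 2459. It is the only brm-1 array in level A of the second factor described in the processing summary. On this component the arrays of the other genotypes, which stand in both levels, lay between -9.80 and 6.99. This argues against a factor with the same effect in each genotype as the whole source of the distance. An odd array and an effect of that factor in brm-1 alone cannot be told apart. With that factor as a block 2643 were changed in brm-1, 2331 of them among the 2459. The third ga1-3 array had the highest 3' minus 5' control signals of the 12 (log2, actin 6.38, GAPDH 3.71, ubiquitin 1.46). Without it 1596 were changed in ga1-3, 1239 of them among the 1474.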

Microarray transcriptome analysis revealed a considerable overlap between the single *brm-1* and *ga1-3* mutants: over 40% of genes that were mis-expressed in *ga1-3* (compared with the wild type), also showed mis-expression in *brm-1* (Figure 5A, B; Table S5). This showed that the expression of a significant number of GA-responsive genes is also dependent on the BRM-containing SWI/SNF complex, which is consistent with a positive role for BRM in GA biosynthesis and signaling. 

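Of the 1474 probe sets changed in ga1-3, 650 were also changed in brm-1, which is 44.1% (exact 95% confidence interval 41.5% to 46.7%). Most of these moved the same way: 225 rose in both mutants and 334 fell in both, while 91 moved in opposite directions. Genes that fell in both included IAA29, an auxin response repressor near background in all 3 mutants (log2 fold change -1.47 ± 0.25 in brm-1 and -2.06 ± 0.25 in ga1-3, standard error, n = 3), and MYBL2, a repressor of flavonoid synthesis (-1.49 ± 0.14 and -1.30 ± 0.14). Genes that rose in both included CYS2, a cysteine protease inhibitor (4.04 ± 0.26 and 3.44 ± 0.26), and GH3.17, an auxin-conjugating enzyme (1.20 ± 0.22 and 1.19 ± 0.22). BAS1, which inactivates brassinosteroids, moved apart, with -0.97 ± 0.13 in brm-1 and 2.05 ± 0.13 in ga1-3. Independent lists of these sizes would share 216.2 probe sets, 48.2 of them up in both, 60.2 down in both and 107.8 in opposite directions (Fisher's exact test for the observed overlap, one-sided p = 2.96e-184, odds ratio 5.88). Both mutants are compared with the same wild-type arrays. When 12 arrays without any change were simulated 100 times with the spread of each probe set, 0 probe sets were called in both mutants. Without any change hardly any probe set can pass the thresholds, so this count was largely fixed in advance and does not test the 650 observed. Lists of the lowest p, as long as the real calls, shared 574.3 on average and up to 619 in the simulation and 608 in the data. The simulated lists hold noise only, so this comparison cannot tell how much shared controls add to an overlap of real changes. The correlation of the log2 fold changes (0.407, against 0.500 simulated) and the share of all probe sets with the same sign (64.6%, against 66.6%) lay below the simulated means. Without any change, sharing the controls fixes these simulated values, so they do not decide whether the real changes are alike. Their covariance was 0.127, against 0.0241 on average and 0.0264 at most in the simulation. The 3 wild-type arrays cannot be split into groups of 2 or more, so part of the excess over independent lists may come from the shared controls. From this overlap, the paper concludes that the expression of many GA-responsive genes also depends on the BRM-containing SWI/SNF complex.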

In agreement with our qRT-PCR data, the two direct targets of BRM, *GA3ox1* and *SCL3,* were present among the genes down-regulated in *brm-1* compared with the wild type (among recognized GA biosynthesis and signaling genes, the microarray and qRT-PCR data were inconsistent only for *GA20ox2*; Tables S2–S3).

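GA3OX1, which makes bioactive gibberellin, and SCL3, a regulator of GA signaling, both fell in brm-1. Their log2 fold changes were -2.11 ± 0.18 (standard error, n = 3, adjusted p = 4.1e-05) and -0.87 ± 0.13 (adjusted p = 0.00098), and GA3OX1 was near background in brm-1. Both rose in ga1-3, by 3.94 ± 0.18 and 1.47 ± 0.13. In ga1-3/brm-1 they were lower than in ga1-3, by -1.31 ± 0.18 for GA3OX1 and -1.04 ± 0.13 for SCL3. GA20OX2, another late enzyme of the pathway, fell in brm-1 to near background (-1.40 ± 0.16) and rose in ga1-3 (4.50 ± 0.16), and GA3, which encodes ent-kaurene oxidase, fell in brm-1 (-1.04 ± 0.13) and had a value of 0.21 ± 0.13 in ga1-3. GA20OX1 rose in ga1-3 (3.79 ± 0.29) and had 0.26 ± 0.29 in brm-1, near background there and in the wild type. These genes of gibberellin synthesis were named only through the paper's tables. Among the GA receptors and their partners, GID1A (0.98 ± 0.11), GID1B (1.10 ± 0.29) and the F-box gene SLY1 (0.62 ± 0.11) rose in ga1-3, while the DELLA genes GAI (7.14 ± 0.29 in ga1-3 and 8.15 ± 0.10 in the wild type, SD) and RGA1 (-0.78 ± 0.13) fell. None of these 5 was called in brm-1. By qRT-PCR, another measure, the paper reports more GID1a, GID1b and GA20ox1 transcript in brm-1. It names GA20ox2 as the only such gene on which its arrays and qRT-PCR disagreed. A missing call on 3 arrays per genotype does not show that these transcripts were unchanged. Of the 6 members of the GA signaling list named by the platform table, 3 rose in ga1-3 and 0 fell (4 rose when adjusted over the list alone). These 6 as a group shifted upward in ga1-3 (camera, adjusted p = 0.0358, and adjusted p = 0.235 with an estimated correlation). Of all 9 named members of the list, 4 rose and 2 fell in ga1-3, so the test leaves out the members that fell. The call of GID1B was lost in 5 of the 12 fits that leave out 1 array and that of SLY1 in 2 of them.

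**Figure D1:**
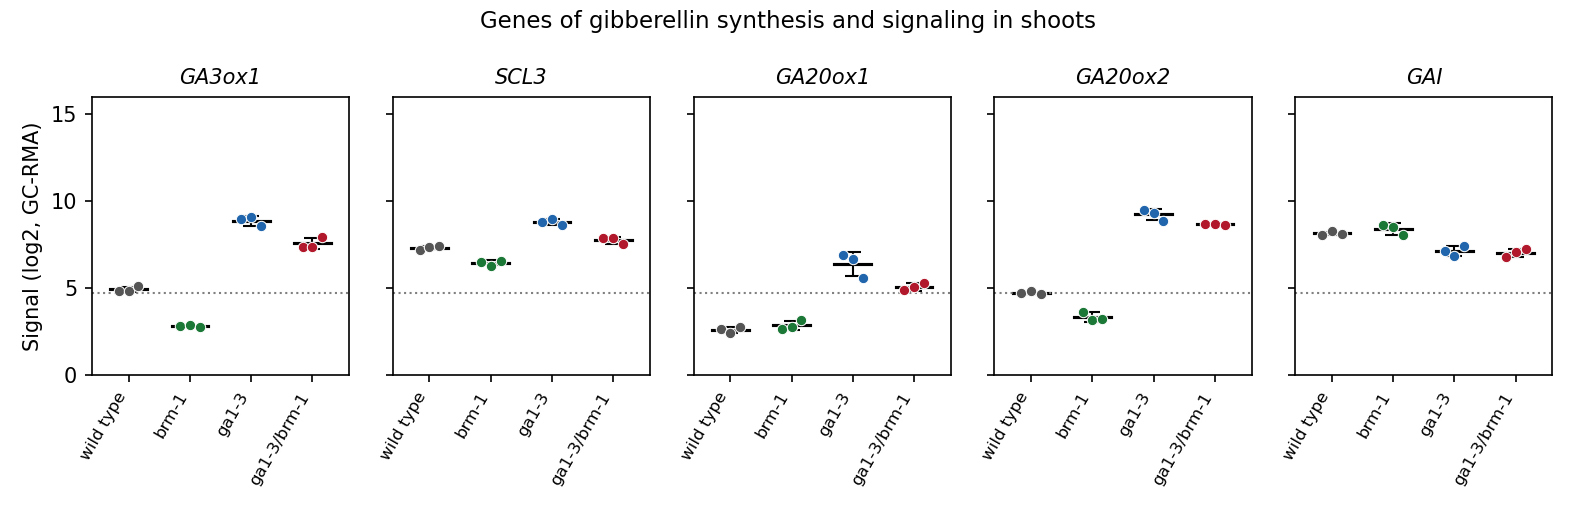
Log2 GC-RMA signal (vertical axis) of 5 genes in the wild type, brm-1, ga1-3 and ga1-3/brm-1. Points are single arrays, the line with its bar is the mean ± SD of 3 arrays, and the dotted line marks the level below which a genotype mean is called near background (4.70). The brm-1 arrays of GA3ox1 lie below those of the wild type, and the ga1-3 arrays above all others.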

**Figure 5:**
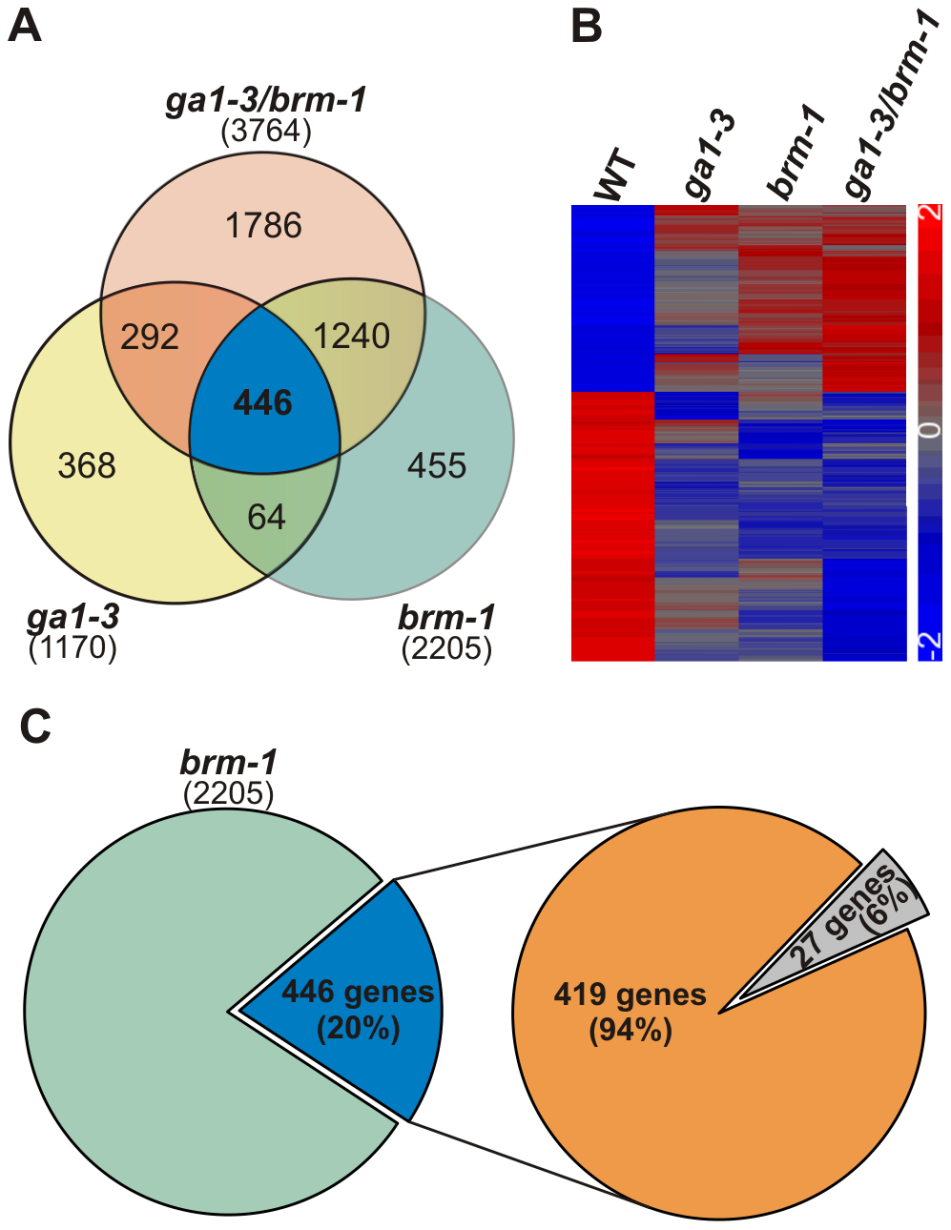
Transcriptional profile of *brm-1* overlaps with that of *ga1-3*. (A), Overlap between differentially regulated genes in mutants *brm-1*, *ga1-3* and *ga1-3/brm-1* identified in microarray data, shown by a Venn diagram. (B), Genes up- and down-regulated in all three mutants, shown by a heat map. The color scale represents normalized expression levels. (C), 94% of the genes commonly mis-expressed in all three mutants show expression changes in a similar direction. Green – genes mis-regulated only in *brm-1*; blue – genes mis-regulated in *brm-1*, *ga1-3* and *ga1-3/brm-1*; orange – genes mis-regulated in a similar direction in all three mutants; gray – genes mis-regulated in an opposite direction in one of the mutants.

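brm-1 changed 2459 probe sets against 1474 in ga1-3, which is 1.67 times as many. Of the brm-1 calls 26.4% were also calls in ga1-3. Genes that rose in brm-1 and had a value close to 0 in ga1-3 included SWEET4 (0.11 ± 0.51, standard error) and AT3G15720 (0.04 ± 0.25). TTG1, a regulator of trichomes and flavonoids, fell in brm-1 (-1.15 ± 0.10, n = 3, adjusted p = 6.6e-05) and had -0.11 ± 0.10 in ga1-3. CHR23, another Snf2-type ATPase gene, fell in brm-1 (-1.40 ± 0.21, adjusted p = 0.0012) to near background and had -0.35 ± 0.21 in ga1-3. Expansins loosen cell walls. Of the 7 expansins named by the platform table 5 rose in brm-1 and 0 fell, with a median log2 fold change of 1.15 and the examples EXPA4 (3.26 ± 0.65) and EXPA15 (1.43 ± 0.31), both near background in the wild type, and EXPA20 (1.15 ± 0.22, near background in all 4 genotypes). The counts were the same when adjusted over the list alone. In ga1-3 0 of these 7 rose and 1, EXPA8, fell, a call lost in 2 of the 12 fits that leave out 1 array. The brm-1 calls of EXPA8 and EXPB3, which are among the 5, were each lost in 4 of these fits. The shift of these 7 had an adjusted p of 0.00097 in brm-1 (camera, and adjusted p = 0.14 with an estimated correlation) and of 0.94 in ga1-3. In ga1-3/brm-1 against ga1-3 all 7 of them rose (camera, adjusted p = 4.6e-05, and adjusted p = 0.067 with an estimated correlation). Of all 10 named expansins, 7 rose and 1 fell in brm-1, and 0 rose and 3 fell in ga1-3. EXPA5, named only through the paper's tables, is not among the 7 and had a lower mean in the double mutant than in ga1-3. Whether the effects of the 2 mutations on single genes differ from each other was not tested.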

Functional classification based on Gene Ontology showed that overall, the *brm-1* mutation had a much broader effect on gene expression than *ga1-3* (Figure S5A, B), confirming that BRM regulates many processes independent of gibberellins. However, gene clusters commonly regulated by both BRM and GAs were also identified (Table 2; Figure S5). 

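The morning genes of the clock CCA1 and LHY fell in brm-1 (log2 fold changes -3.77 ± 0.28 and -3.34 ± 0.32, standard error, n = 3) and in ga1-3 (-1.41 ± 0.28 and -1.40 ± 0.32), and the evening genes TOC1 (2.41 ± 0.23 and 1.22 ± 0.23) and PRR3 (2.19 ± 0.24 and 1.29 ± 0.24) rose in both. Of the 14 clock list members that could be named, 6 fell and 5 rose in all 3 mutants; 13 of the 14 were named only through the paper's tables, which list genes the paper called, so this count is no test. GI, the 1 member named by the platform table, was called in neither single mutant (0.43 ± 0.23 in brm-1, adjusted p = 0.22, and 0.42 ± 0.23 in ga1-3, adjusted p = 0.26). CCA1 and LHY were near background in brm-1 and the double mutant, and LHY in ga1-3 as well. Of the light signaling genes, PKS2 fell by 1.15 on the log2 scale in brm-1 and by 1.57 in ga1-3, SPA1 by 1.22 and 1.00, and PKS4, near background in all 3 mutants, by 2.23 and 2.52. HFR1 rose in brm-1 (1.07 ± 0.30) and fell in ga1-3 to near background (-2.73 ± 0.30). Of the 14 named flowering genes, 11 of them named only through the paper's tables, 2 rose and 6 fell in brm-1 and 0 rose and 5 fell in ga1-3. CDF1, a repressor of CO, fell to near background in brm-1 (-1.50 ± 0.22) and ga1-3 (-3.12 ± 0.22), CO rose in brm-1 while staying near background (1.59 ± 0.18), and SPL3 rose in brm-1 (0.99 ± 0.21) and fell in ga1-3 (-1.63 ± 0.21). Among stress genes PR1, a marker of salicylic acid response near background in the wild type, rose in brm-1 (4.11 ± 0.90) and ga1-3 (3.66 ± 0.90), EDS16, an enzyme of salicylic acid synthesis, fell in brm-1 (-1.46 ± 0.32) and had -0.21 ± 0.32 in ga1-3, COR15B, a cold-response gene, rose in brm-1 (3.42 ± 0.61) and had 0.73 ± 0.61 in ga1-3, and PDF1.2, a jasmonate-response gene, fell in brm-1 (-2.70 ± 0.43) and had 1.25 ± 0.43 in ga1-3. The call of LHY in ga1-3 was lost in 2 of the 12 fits that leave out 1 array, that of PR1 in ga1-3 in 3 and that of HFR1 in brm-1 in 4. Without wild-type replicate 3 PR1 had 4.95 in brm-1 and 4.50 in ga1-3, without ga1-3 replicate 1 or 2 it had 4.33 or 2.92 in ga1-3, and without brm-1 replicate 3 COR15B had 2.68 in brm-1. Of 28 gene lists only 4 had at least 5 members named by the platform table and could be tested as a group.

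**Figure D2:**
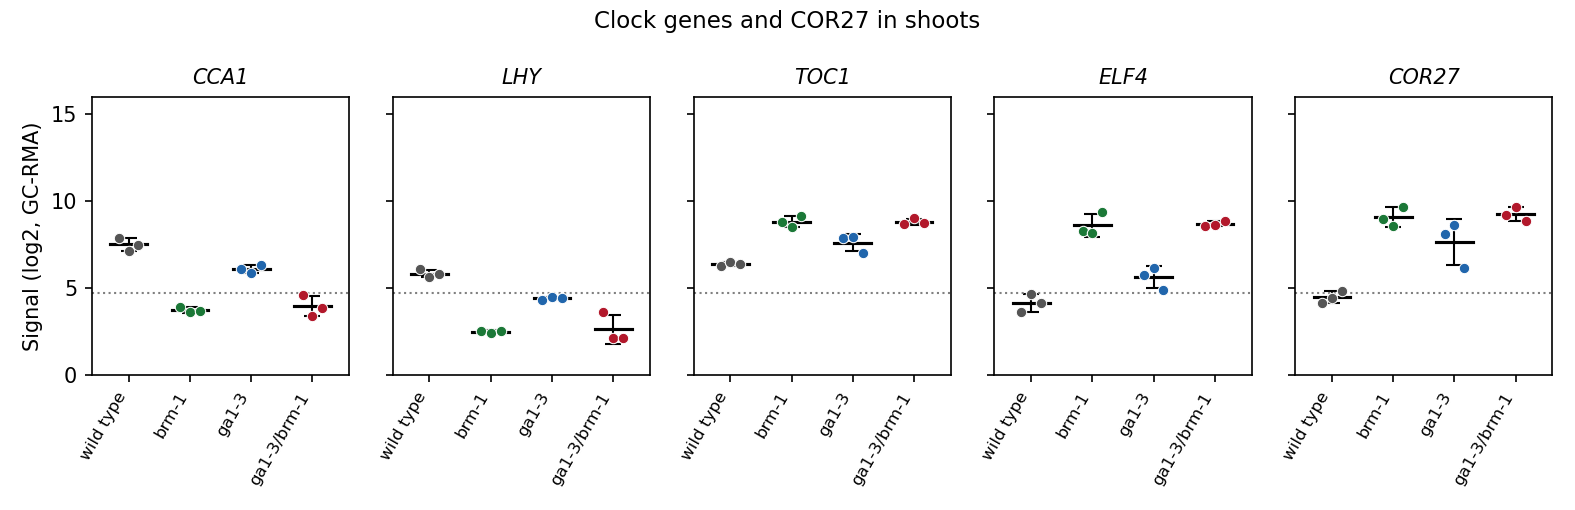
Log2 GC-RMA signal (vertical axis) of 4 clock genes and COR27 in the wild type, brm-1, ga1-3 and ga1-3/brm-1. Points are single arrays, the line with its bar is the mean ± SD of 3 arrays, and the dotted line marks the near-background level. CCA1 and LHY lie lowest in brm-1 and ga1-3/brm-1, and TOC1, ELF4 and COR27 lie lowest in the wild type.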

In both the *ga1-3* and *brm-1* gene sets, genes involved in stress responses, the circadian clock, flowering, and responses to light and hormones were highly enriched (Table 2). These processes are known to be influenced by gibberellins [53], [54], [55], [56], [32] and were also enriched in transcriptional analyses of DELLA-responsive genes [57], [58], [59]. 

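Several auxin-response genes fell in both mutants. SAUR23, near background in brm-1, had a log2 fold change of -2.56 ± 0.26 (standard error, n = 3) in brm-1 and -1.18 ± 0.26 in ga1-3, and SAUR63 had -1.90 ± 0.35 and -1.88 ± 0.35. The auxin-responsive repressor IAA2 fell by 0.84 in brm-1 and by 0.85 in ga1-3. GH3.3, which conjugates auxin to amino acids, fell by 1.46 and 1.27, and the IAA family member PAP2 rose (0.66 ± 0.19 and 1.26 ± 0.19). IAA7 fell in ga1-3 (-1.36 ± 0.12), and its change in brm-1 of -0.53 ± 0.12 stayed under the fold threshold. Of 11 SAUR genes, all named only through the paper's tables, 8 fell in brm-1, 7 fell in ga1-3 and 0 rose in either. Of the 7 Aux/IAA and GH3 genes named by the platform table, 3 were changed in both single mutants, against 3.43% of the 9131 genes in the background (one-sided Fisher's exact test, adjusted p = 0.005 over 4 lists). As a group these 7 did not shift in one direction (camera, adjusted p = 0.29 in brm-1 and 0.54 in ga1-3): 1 rose and 2 fell in each mutant, and 3 fell in brm-1 when adjusted over the list alone. The ga1-3 calls of IAA2 and GH3.3 were lost in 4 and 5 of the 12 fits that leave out 1 array, and that of SAUR23 in 2. The brm-1 call of PAP2 was lost in 5.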

Interestingly, in our analysis, the greatest enrichment in both mutant gene sets was in genes involved in responses to auxin stimulus which is consistent with the extensive cross-talk between the GA and auxin pathways [59], [60], [61] (Table 2, Figure S5A). Moreover, examination of the molecular function categories identified a highly enriched cluster of genes encoding carboxylesterases and pectin-related enzymes, that was similarly affected in *ga1-3* and *brm-1* mutants (Figure S5B, C), indicating that BRM can regulate large GA-dependent gene families.

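Of the probe sets changed in both single mutants and described in the tables, 7 had pectin, pectate or polygalacturonase in their description, and 3 of them rose and 4 fell in both. Both comparisons share the wild-type arrays, and of all 650 probe sets changed in both single mutants 559 moved alike, so a like direction in these 7 does not set them apart. AT3G10720, AT5G23870 and AT1G14890 fell by 1.72, 1.03 and 0.75 on the log2 scale in brm-1 and by 1.85, 1.15 and 0.93 in ga1-3, as did PGIP2, a polygalacturonase inhibitor (0.92 and 1.05). AT4G33440 rose by 1.51 ± 0.18 (standard error, n = 3) in brm-1 and by 1.16 ± 0.18 in ga1-3, AT3G62060 by 0.97 ± 0.15 and 0.72 ± 0.15, and AT3G62820 by 0.63 ± 0.17 and 1.55 ± 0.17. The brm-1 call of AT3G62820 was lost in 4 of the 12 fits that leave out 1 array. A single description held carboxylesterase, that of ESM1, which fell in brm-1 (-0.59 ± 0.19) and rose in ga1-3 (0.77 ± 0.19). Its brm-1 call was lost in 9 of those fits and its ga1-3 call in 4, and the brm-1 call was also lost with the second factor described in the processing summary as a block. Some of these names, and all descriptions, come only from the paper's tables, so the counts are no test of enrichment. A word in a description is another measure than the Gene Ontology categories used in the paper. The counts therefore do not give the size or direction of its cluster.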

**Table 2:** Gene Ontology (GO) categories statistically over-represented among genes differentially expressed in both *ga1-3* and *brm-1* mutants.

GO category (biological process)	p-value	Number of genes
response to auxin stimulus	3.89E−10	29
circadian rhythm	1.90E−4	8
response to red or far red light	6.55E−4	13
cellular carbohydrate metabolic process	0.0169	21
photoperiodism, flowering	0.0360	5
response to gibberellin stimulus	0.0445	8
response to salt stress	0.0461	15

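Of the 650 probe sets changed in both single mutants, 554 were changed in the double mutant too. Among them were the growth gene EXPA5, an expansin, which fell to near background in ga1-3/brm-1 (log2 fold change -2.54 ± 0.17, standard error, n = 3), and LTP2, a lipid transfer protein gene, which rose (3.13 ± 0.24). XTH19, an enzyme of xyloglucan remodeling, rose by 4.01 ± 0.36 in the double mutant, and CH1, an enzyme of chlorophyll b synthesis, fell by 1.78 ± 0.19. Of all ga1-3 calls 62.4% were also calls in ga1-3/brm-1, and of all brm-1 calls 74.1% were. Between the double mutant and ga1-3, 3495 probe sets differed, and between the double mutant and brm-1, 1468.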

The inclusion of data for the double *ga1-3/brm-1* mutant revealed a common set of 446 genes mis-expressed in all three mutants (Figure 5A; Table S6). It is noteworthy that over 90% of genes in this overlapping group displayed a similar pattern of mis-expression (either up- or down-regulation) in the *brm-1* and *ga1-3* mutant backgrounds (Figure 5C). This showed that BRM depletion (*brm-1* mutant) or a significant decrease in GA content (*ga1-3* mutant) have a similar effect on gene expression, further supporting a positive role for BRM in GA biosynthesis. 

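In 510 of the 554 probe sets changed in all 3 mutants the change had 1 direction, which is 92.1% (exact 95% confidence interval 89.5% to 94.2%); 203 rose and 307 fell. The 2 single mutants moved alike in 512. RVE1, a clock gene, was among those that fell (log2 fold changes -2.88 ± 0.21 in brm-1, -1.45 ± 0.21 in ga1-3 and -2.93 ± 0.21 in ga1-3/brm-1, standard error, n = 3), and GRP7, an RNA-binding protein gene under clock control, was among those that rose (1.56 ± 0.18, 1.12 ± 0.18 and 1.99 ± 0.18). Of the 44 others, SPL3 rose in brm-1 and fell in ga1-3 and in the double mutant (-0.71 ± 0.21, lost in 4 of the 12 fits that leave out 1 array). The same wild-type arrays stand in all 3 comparisons. In the simulation without any change 0 probe sets were called in both single mutants, so its lists of lowest p hold noise only. Of the probe sets these lists shared, 97.2% had 1 direction in the single mutants, where 86.5% of the real ones had. Lists of noise cannot tell how far shared controls explain the share among the called probe sets. Over all probe sets the covariance of the log2 fold changes of the 2 single mutants was 0.127, against at most 0.0264 in the simulation. This argues against shared controls as the whole source of that covariance.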

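In the double mutant 257 of the 510 probe sets with 1 direction (50.4%) differed from neither single mutant at an adjusted p under 0.05. IAA2 is an example: its change in ga1-3/brm-1 was -1.16 ± 0.20 (log2, standard error, n = 3), a difference of -0.31 ± 0.20 from ga1-3 and of -0.32 ± 0.20 from brm-1. GH3.3 had -1.97 ± 0.34 in the double mutant, and PR1 had 3.69 ± 0.90 (4.52 without wild-type replicate 3 and 3.06 without double mutant replicate 2), a difference of 0.03 ± 0.90 from ga1-3 and of -0.42 ± 0.90 from brm-1. CCA1, at -3.55 ± 0.28 in the double mutant, differed by 0.22 ± 0.28 from brm-1 and was lower than in ga1-3 by -2.14 ± 0.28. It was near background in brm-1 and the double mutant, which limits how far a fall beyond that in brm-1 could be measured. CDF1, at -3.20 ± 0.22, differed by -0.08 ± 0.22 from ga1-3 and was lower than in brm-1 by -1.70 ± 0.22. CDF1 was near background in both single mutants, which limits how far a further fall in the double mutant could be measured. By a test (limma, adjusted p under 0.05) the double mutant lay further from the wild type than ga1-3 for 204 of the 510 and further than brm-1 for 130. On the log2 scale 175 of the 510 were less than the sum of the single effects by the interaction term (limma, adjusted p under 0.05) and 0 were more (4 at an unadjusted p under 0.05), which leaves 335 (65.7%) without a called departure from additivity. A p that misses the threshold does not show that effects add.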

Consistent with this finding, the majority of these genes (about 60%) showed non-additive expression levels in the double mutant compared with the single mutants. It is likely that these genes react mainly to decreased GA levels caused by both *brm-1* and *ga1-3* mutations. Interestingly, the remaining genes from the overlapping group (about 40%) exhibited enhanced mis-expression in the double mutant compared with both single mutants (Figure 5B; Table S7), consistent with the more severe phenotypic effects observed in *ga1-3/brm-1* plants. 

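The change was enhanced in the double mutant, differing from both single mutants in the direction of the change from the wild type, for 89 of the 510 probe sets (17.5%, exact 95% confidence interval 14.3% to 21.0%; adjusted p under 0.05 against each, limma). OFP16, of the OVATE family, is one of them: it fell by 1.08 in brm-1, by 0.93 in ga1-3 and by 2.92 in ga1-3/brm-1 (standard error 0.20 each, n = 3). SAUR63 fell to near background in the double mutant by 3.09 (its difference from ga1-3 was lost in 2 of the 12 fits that leave out 1 array), and PKS2 fell by 2.66. XTH19 in the double mutant exceeded its level in ga1-3 by 2.07 ± 0.36. Without a test, the change was larger than in both single mutants by any amount for 69.0% and by over 1.5 times for 21.2%. Of the 176 genes of Table S7, which the paper chose on these arrays, 75 were enhanced by the test and 163 by any amount. Within the arrays of level A of a second factor described in the processing summary the share was 3.56%, and within level B it was 0 of 29 (limma, and 2 at an unadjusted p under 0.05). Level A holds 1 brm-1 and 1 double mutant array and level B 1 wild-type and 1 ga1-3 array; such a lone array is assumed to vary like the others, so a low share within a level does not show that enhanced change is absent.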

The changes in gene expression in this sub-group were mostly additive, although for some of the analyzed genes, they could be classified as synergistic, as the *ga1-3* and *brm-1* mutations enhanced the action of one another (Table S7). 

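Of the 176 genes of Table S7, 158 had no called interaction of the brm-1 and ga1-3 mutations on the log2 scale, 18 were less than additive and 0 were more than additive (limma, adjusted p under 0.05). EXPA5 and PKS2 lay close to the sum, with interaction terms of 0.09 ± 0.24 and 0.06 ± 0.30 (log2, standard error, n = 3). On the linear scale the change in the double mutant was larger than the sum of the single changes for 46 of the 176, and on the log2 scale for 24, in both cases as a count of values without a test. On the linear scale effects that multiply exceed the sum for rises and fall short of it for falls, so the count of 46, which holds only upregulated genes, depends on the scale. Among the 89 genes enhanced by the test, 88 had no called interaction and 1 was less than additive. The 89 were chosen for lying beyond both single mutants on these arrays. This choice leaves out most less-than-additive changes (175 of the 510 before it), so the count of 88 does not show that effects add.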

The additive changes, as hypothesized above with respect to phenotypic changes, could be due to GA-independent effects of the *brm-1* mutation on GA-responsive genes. One possible explanation for the genes affected synergistically, is that GA signaling and BRM-mediated chromatin remodeling converge on the same targets with some functional interactions.

### DELLA Mutations Partially Suppress the *brm* Phenotype

We reasoned that some of the traits of *brm* mutants are probably due to reduction in the levels of active GAs. Traits such as decreased germination and viability in the presence of PAC and delayed flowering under short-days conditions (Figure 1B, Figure 2C) can be reversed by exogenous GAs, which are known to act predominantly through the destruction of DELLA repressors. On the other hand, and as stated above, some GA-related traits of *brm-1* plants, like short roots and reduced plant size, showed additive changes in the double *ga1-3/brm-1* mutant and were only marginally ameliorated by GA treatment of *brm-1* (Figure 2A, Table S1). To further investigate the role of BRM in GA-mediated responses, we constructed a *brm-1/3xdella* line (*brm-1/rga-28/rgl1-2/rgl2-13*), in which three of the five Arabidopsis *DELLA* genes were mutated. Consistent with the observed effects of GAs (Figure 1B), these mutations fully restored the ability of *brm-1/3xdella* mutant plants to germinate on PAC-containing medium (Figure 6A). However, the *triple della* mutation had a less prominent effect on the root length of the *brm-1* plants grown in the presence of PAC (Figure 6B), which is probably due to *brm-1*-specific developmental defects. This interpretation is supported by the observation that the root phenotype is stronger in *brm-1* than in *ga1-3*, and that this phenotype is additive in the *ga1-3/brm-1* double mutant (Figure 4A and C). Similarly small effects on root growth were observed on crossing the *brm-1/ga1-3* mutant with the *3xdella* mutant line (Figure S6A), and upon treatment of *brm-1* or *ga1-3/brm-1* plants with exogenous GAs (Figure 2A and Figure S6B). The strongly repressed growth of *brm-1* on PAC was also attenuated by the *triple della* mutation, and the *brm-1/3xdella* mutant line showed an intermediate phenotype compared with the parental lines, especially later in development (Figure 6B and Figure S6C). While the partial rescue in *brm-1/3xdella* compared with *3xdella* may be caused by higher levels or activity of the remaining two DELLA proteins (GAI and RGL3), it is also possible that BRM exerts some additional DELLA-independent regulatory effect on GA-responsive genes.

**Figure 6:**
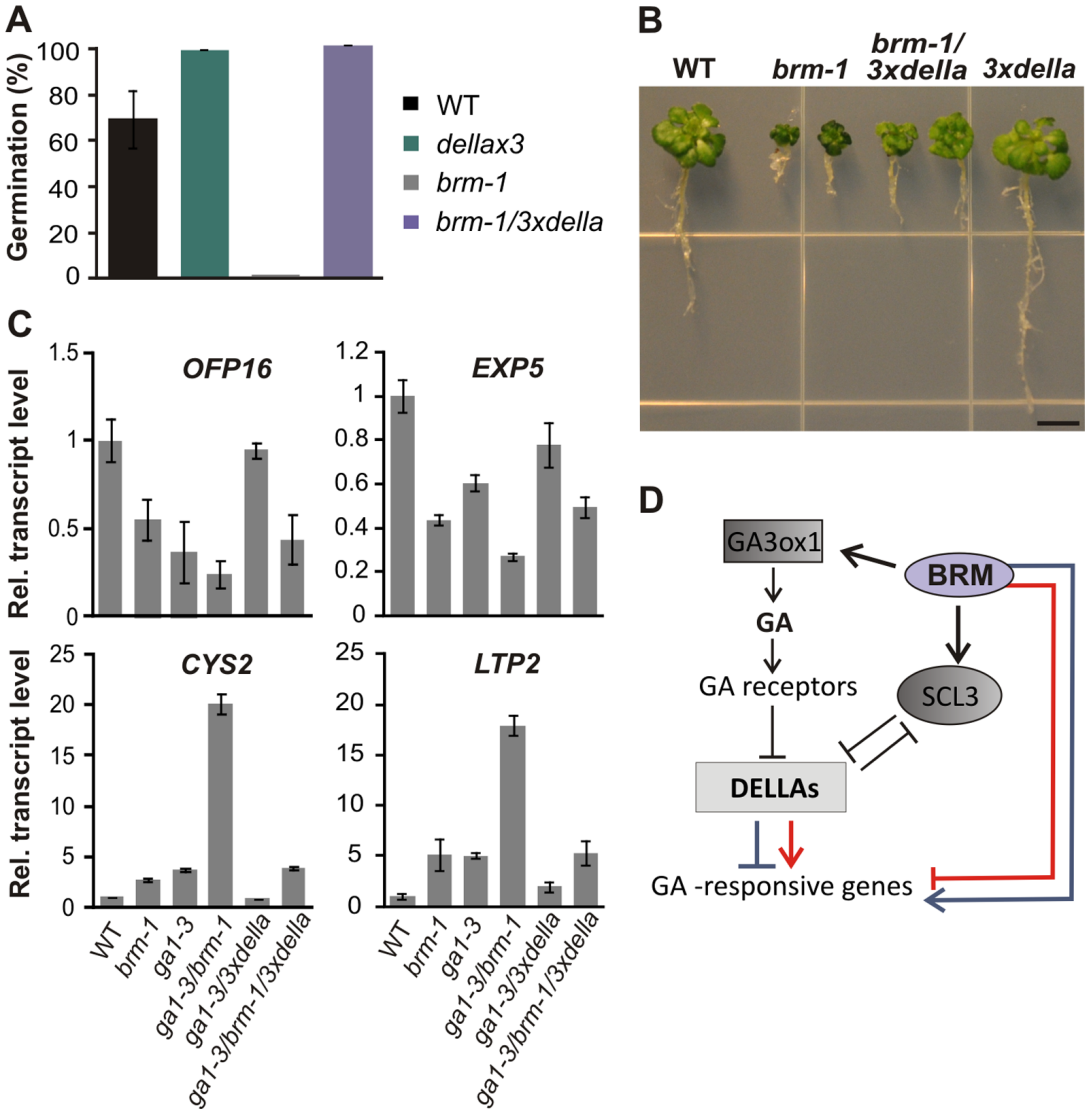
BRM acts through distinct mechanisms to regulate GA-mediated responses. (A), Germination of the *brm-1* mutant on 10 µM PAC is rescued by the *triple della* mutation. The progeny of *brm-1/BRM* plants were analyzed 10 days after sowing. (B), Phenotypes of 3-week-old plants grown on 2.5 µM PAC. The *brm-1/3xdella* line shows an intermediate growth phenotype. Bar = 5 mm. (C), RT-qPCR analysis of relative transcript levels of the *OFP16, EXP5, CYS2* and *LTP2* genes in 18-d-old wild type, *brm-1*, *ga1-3*, *ga1-3/brm-1*, *ga1-3/3xdella* and *ga1-3/brm-1/3xdella* lines. Transcript levels in the wild type were set to 1. Data are the means ± s.d. of 3 biological replicates. (D), Model of the role of BRM in regulating the expression of GA-responsive genes. BRM positively regulates the *GA3ox1* and *SCL3* genes involved in GA biosynthesis and signaling, and probably through this influences the expression of many GA-responsive genes in the opposite manner to DELLA repressors. In addition, BRM seems to act on a subset of GA-responsive genes independently of DELLA repressors. Also in this case, the effect exerted by BRM is typically in the opposite direction to that of DELLAs and is observed both for genes up- and down-regulated by the SWI/SNF complex (blue and red lines, respectively).

### BRM Acts Through Distinct Mechanisms to Regulate GA-responsive Genes

To further investigate the mechanisms by which BRM can regulate GA-responsive genes, we focused on putative GA- and BRM-dependent genes showing enhanced expression in the *ga1-3/brm-1* double mutant. As genes that are responsive to GA are oppositely regulated by gibberellins and DELLAs [58], we examined the effect of the *della* mutations on the expression of selected genes by using *brm-1/3xdella* mutants in the *ga1-3* background. In agreement with the phenotype of *ga1-3*/*brm-1* and the microarray data, the effects of the *ga1-3* and *brm-1* mutations were apparently additive for the genes *EXP5* (AT3G29030) and OFP16 (AT2G32100), and synergistic for *CYS2* (AT2G31980) and *LTP2* (AT2G38530) (Figure 6C). All of these genes were DELLA-responsive, since removal of *RGA*, *RGL1*, and *RGL2* in the *ga1-3* background changed their transcript levels in the wild type direction, although in the case of *EXP5* and *LTP2* they did not reach the wild type level of gene expression (possibly because these genes are also under the control of the GAI and/or RGL3 DELLA proteins). 

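EXPA5, the gene the paper calls EXP5, and OFP16 fell in each single mutant and further in the double mutant, and CYS2 and LTP2 rose in each and further in the double mutant. EXPA5 had log2 signals of 6.92 ± 0.37 (SD, n = 3) in the wild type, 5.97 ± 0.06 in brm-1, 5.25 ± 0.19 in ga1-3 and 4.38 ± 0.12 in ga1-3/brm-1. OFP16 had 8.87 ± 0.16, 7.79 ± 0.23, 7.94 ± 0.20 and 5.95 ± 0.40 in the same order. Its interaction term was -0.90 ± 0.28 (standard error, adjusted p = 0.074, limma) and was not called. As OFP16 fell in both single mutants, this negative estimate lies beyond the sum of the single effects. CYS2 had 3.68 ± 0.39, near background, in the wild type, 7.72 ± 0.03 in brm-1, 7.12 ± 0.53 in ga1-3 and 9.55 ± 0.24 in the double mutant. Its interaction term was -1.62 ± 0.36 (adjusted p = 0.025, limma), less than additive on the log2 scale, and the call was lost in 6 of the 12 fits that leave out 1 array. LTP2, which rose in both single mutants, had an interaction term of -0.92 ± 0.34 (adjusted p = 0.12, limma). This estimate lies below the sum and was not called. On the linear scale the double mutant stood at 57.2 times the wild type for CYS2, where the sum of the single changes gives 26.0 times, and at 8.90 times for LTP2, where it gives 7.44. With the wild type near background, the values of CYS2 may be lower bounds. The ga1-3 call of OFP16 was lost in 1 of those fits.

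**Figure D3:**
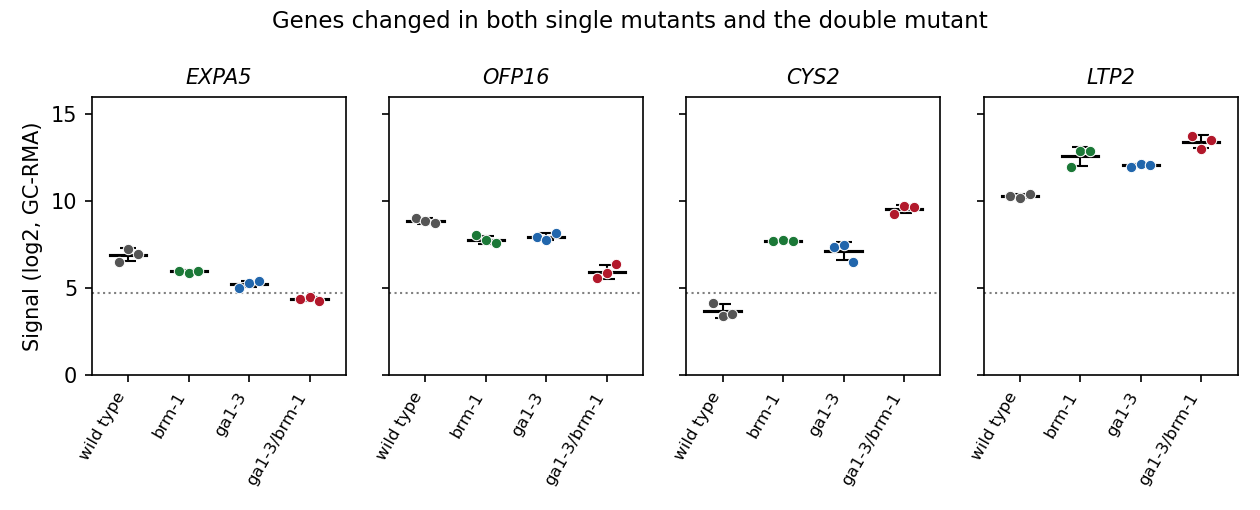
Log2 GC-RMA signal (vertical axis) of 4 genes in the wild type, brm-1, ga1-3 and ga1-3/brm-1. Points are single arrays, the line with its bar is the mean ± SD of 3 arrays, and the dotted line marks the near-background level. In each panel the ga1-3/brm-1 mean lies furthest from the wild-type mean.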

In agreement with the microarray data (Figure 5C), this analysis demonstrated that BRM and DELLAs have opposing effects on the expression of GA-dependent genes. Notably, in the *ga1-3*/*brm-1*/*3xdella* line the expression levels of *EXP5, OFP16, CYS2* and *LTP2* were intermediate between those in the *ga1-3*/*brm-1* and *ga1-3*/*3xdella* mutants, indicating an additive effect of BRM and DELLAs, and suggesting that DELLAs and SWI/SNF can independently regulate the expression of these gene targets.

## Discussion

### BRM Positively Regulates GA Biosynthesis

In this study, we examined the functional links between BRM ATPase, a catalytic subunit required for SWI/SNF-dependent chromatin remodeling, and GA-signaling in Arabidopsis. Our interest in the cross-talk between these two pathways followed the observation that plants with mutations in BRM resemble in several respects mutants with suppressed GA signaling or biosynthesis. Moreover, *brm* mutants showed increased sensitivity to GA biosynthesis inhibition which could be reversed by treatment with exogenous GAs or by mutation of genes encoding the DELLA repressors. Similarly, the delayed flowering of the *brm-1* mutant under short-day conditions reverted to the wild type pattern upon treatment with exogenous GAs. We also found a highly significant overlap between the transcriptional profiles of *brm-1* and GA biosynthesis mutant *ga1-3*. In agreement with these observations, the level of bioactive GA_4_ was considerably reduced in a *brm* null mutant compared with the wild type**,** although it was still more than 3 times higher than in the *ga1-3* mutant. GA_4_ depletion in BRM*-*deficient plants was consistent with the results of qRT-PCR analysis showing that expression of the *GA3ox1* gene, encoding GA 3-oxidase, responsible for the last step of synthesis of bioactive GA_4_, was down-regulated by *brm* mutations (Figure 3A). Moreover, ChIP experiments demonstrated that the promoter of *GA3ox1* is bound by BRM, suggesting that SWI/SNF remodeling is directly involved in transcription of this gene. Part of the complex phenotype of *brm-1* and the large number of GA-related genes found to be misregulated in this mutant can therefore be accounted for by mild GA-deficiency caused mostly by *GA3ox1* downregulation. In agreement with this interpretation, the phenotype of *brm* plants is more similar to that of the semidwarf *ga3ox1* mutant than the severe *ga1-3* mutant [20]. We also hypothesized that the altered expression of other genes involved in GA biosynthesis and signaling in *brm* plants is a consequence of feedback control in response to decreased *GA3ox1* expression and GA content. This was supported by the fact that we were unable to detect BRM on promoters of *GA20ox2* and *GID1b* by ChIP analysis. Moreover, there was a decrease of about 2-fold in the levels of the metabolites GA_12_ and GA_34_ in *brm* (Table 1), similar to that previously described in the *ga3ox1* mutant [20], [62]. The reduction in GA_12_ observed in these studies was explained by increased activity of GA20ox enzymes due to feedback regulation [20], [62]. On the other hand, the increase in the level of the metabolite GA_9_ in *brm* was considerably lower than that reported for *ga3ox1* [20], [62], raising the possibility that BRM can also influence GA biosynthesis by different means.

### BRM Affects GA Signaling

A *ga1-3/brm-1* mutant showed additive or synergistic phenotypes (Figure 4A–E). In agreement with these effects, transcriptional analysis of this double mutant revealed additive or synergistic changes in the expression of many genes that are affected in both *ga1-3* and *brm-1*. Thus, BRM, in addition to promoting GA synthesis, may also counteract the negative effects of DELLAs in a different way. Indeed, we showed that as well as promoting *GA3ox1* expression, BRM also positively and directly regulates the *SCL3* gene, encoding a positive regulator of GA responses that was proposed to act by attenuating DELLA repressors [42], [43]. This suggests that BRM not only regulates GA biosynthesis, but also affects GA signaling. The down-regulation of *SCL3* (Figure 4F) could, at least in part, be responsible for the observed additive effects in the *ga1-3/brm-1* double mutant (at both the phenotypic and transcriptional levels), since the *scl3* null mutation was previously shown to enhance the *ga1-3* phenotype [42], [43].

The presence of BRM on the promoters of *SCL3* and *GA3ox1*, two genes homeostatically regulated by GA signaling components [17], [22], [25], suggests that BRM-containing SWI/SNF complexes might be recruited specifically to these target sequences by transcriptional regulators acting in the GA signaling pathway. Interestingly, a few examples of DNA-binding regulators that are likely to act in GA homeostasis and could potentially serve to recruit chromatin remodeling complexes have been reported [17], [22].

### BRM can Regulate GA-responsive Genes in a DELLA-independent Manner

Our physiological analyses revealed that some GA-related traits of the complex *brm-1* phenotype were not fully reversed by GA treatment nor by a *triple della* mutation (Figure 2A, 6B, and Figure S6). We therefore investigated whether BRM could act on GA-responsive genes independently of DELLAs. By comparing the transcriptional response of putative GA- and BRM-dependent genes in *ga1-3/brm-1* and *ga1-3/brm-1/3xdella* mutants, we identified genes that were affected in an additive manner by BRM and DELLAs, suggesting that BRM can also control GA-responsive genes by acting in parallel to DELLA repressors (Figure 6D). Alternatively, the partial rescue in *brm-1/3xdella* compared with *3xdella* may be caused by higher levels or activity of the remaining two DELLA proteins, GAI and RGL3. It should also be noted that it is not yet known whether *SCL3* down-regulation could also influence *brm-1/3xdella* phenotypes. While the *rga* mutation was shown to be epistatic to the *scl3* null mutation in root length assays in the presence of PAC, this epistasis was found to be only partial at later developmental stages [42], [43]. Clearly, further studies – like ectopic expression of *SCL3* in the *brm* mutant background – are required to determine the extent to which the decreased *SCL3* level accounts for the GA-insensitive part of the *brm* phenotype. Finally, while the positive regulatory function of BRM in respect to *GA3ox1* and *SCL3* is fully consistent with the observed opposite effects of BRM and DELLAs on GA-responsive genes, it is still surprising, given the occurrence of GA-independent regulation by BRM, that the expression of over 90% of the overlapping genes behaves similarly (up- or down-regulation with respect to the wild type) in each of the single mutants (*ga1-3* and *brm-1*) and in the double *ga1-3/brm-1* mutant (Figure 5C). This may indicate that there are other, as yet unrevealed, levels of functional interaction between BRM and GA signaling.

### BRM Affects GA-mediated Responses in Diverse Ways

Taken together, the findings of this study implicate BRM as a positive regulator of GA-mediated responses and reveal diverse (both direct and indirect) interactions between SWI/SNF BRM ATPase and the GA pathway. This resembles the complex involvement of SWI/SNF chromatin remodeling in the regulation of flowering [13], where BRM appears to repress important flowering regulators that act in different genetic pathways. By highlighting the interactions between BRM and the GA pathway, our results disclose another layer of complexity and suggest a role for BRM-dependent SWI/SNF chromatin remodeling in the integration of GA-controlled responses with other signaling pathways. A candidate gene for such regulation is *GA3ox1*, shown in this study to be a direct target of BRM, and whose transcription is tightly regulated by both developmental and environmental stimuli [17], [19], [22].

Interestingly, mutants in another chromatin remodeling factor PICKLE (PKL), a chromodomain-containing Snf2-type ATPase, are also semi-dwarf, resembling GA-response mutants, and their characteristic pickle-root phenotype is greatly enhanced by treatment with GA-biosynthesis inhibitors and decreased by GA treatment [63]. PKL has been shown to control a large number of GA-responsive genes by acting in parallel to GA signaling [64]. However, in contrast to the situation in the *brm* mutant, *pkl* plants were found to have increased levels of active gibberellin. Thus, both of these chromatin remodeling complexes seem to act as positive regulators of the GA pathway, although probably by different mechanisms.

## Materials and Methods

### Plant Lines and Growth Conditions

*Arabidopsis thaliana* wild type and all mutant lines were of the Columbia-0 (Col-0) ecotype. The *brm-1*, *brm*-*3,* and *brm-6* mutant alleles were characterized previously [9], [46], [44]. The *ga1-3* line introgressed into Col-0 and the *ga1-3/rga-28/rgl1-2/rgl2-13* line [27] were kindly provided by Dr. Tai-ping Sun. To obtain *ga1-3/brm-1* and *ga1-3/brm-1/rga-28/rgl1-2/rgl2-13* (*ga1-3/brm-1/3xdella*) lines, heterozygous *brm-1* mutant plants were crossed with *ga1-3* and *ga1-3/rga-28/rgl1-2/rgl2-13* homozygous lines, respectively, followed by PCR screening of mutant alleles in the segregating populations. The *triple della* (*rga-28/rgl1-2/rgl2-13)* and *brm-1/3xdella* lines were obtained by screening the same population. Primers used for genotyping are listed in Table S8. Due to the sterility of all lines containing the homozygous *brm-1* mutation, segregating progeny were sown for each analysis and genotyped. For analysis of plants with the *ga1-3* background, seeds were imbibed in 100 µM GA_3_ for 3 d at 4°C and then washed thoroughly in water before sowing. Plants were grown under long-day (LD; 16 h light/8 h dark) or short-day (SD; 8 h light/16 h dark) conditions at 18–23°C, with 70% humidity and 200 µM m^−2^ s^−1^ light intensity. Seedlings were cultivated in medium containing ½ Murashige and Skoog (MS) salts (Sigma-Aldrich), 0.5% (w/v) sucrose and 0.8% (w/v) agar, pH 5.8, or in soil.

### PAC and GA Treatment

For germination assays, seeds of the wild type and *brm-3*, *brm-1*/*BRM*, *brm-1/BRM/3xdella* and *3xdella* genotypes were sown on MS plates containing different concentrations of PAC or 10 µM PAC +10 µM GA_3_. Segregating progeny of *brm-1*/*BRM* plants were genotyped using primers specific for the wild type and mutant alleles in order to confirm or exclude the *brm-1* genetic background. To analyze growth responses of *brm-1* or *brm-1/3xdella* mutants to PAC, seeds of wild type, *brm-1*/*BRM*, *brm-1/BRM/3xdella* and *3xdella* genotypes were sown on MS plates containing 10 µM PAC or 10 µM PAC +10 µM GA_3_ and cultivated for 25 days. In order to promote equal germination of all seeds, they were pre-incubated with 100 µM GA_3_, then rinsed thoroughly and sown on PAC-containing media. To analyze the GA response, plants were grown in soil and treated with 10 µM GA_3_ by spraying twice a week, or they were grown on plates containing ½ MS medium supplemented with 1 µM or 2 µM GA_4_, placed vertically under long-day conditions at 22°C. For the set of data for which differences were small, statistical significance was estimated by determining P value using Student’s t-test.

### Quantification of Plant Hormones

Aerial parts of soil-grown wild type, *brm-6* and *ga1-3* plants were harvested at the end of the day and immediately frozen in liquid nitrogen. Plant hormones were quantified according to Plackett et al., (2012) [51] by using a 6410 Triple Quad LCMS (Agilent Technologies, Santa Clara, CA, USA) with an Agilent 1200 series rapid resolution liquid chromatography system fitted with a ZORBAX Eclipse XDB-C18 column (1.8 µm, 2.1×50 mm).

### Microarray Transcriptome Analysis

Total RNA was extracted from shoots of 18-d-old wild type, *brm-1, ga1-3,* and *ga1-3/brm-1* seedlings using the RNeasy plant mini kit (Qiagen) according to the manufacturer’s protocol, followed by TURBO DNase treatment (Ambion). The quantity and quality of the isolated RNA was determined using a NanoDrop ND1000 spectrophotometer (Nanodrop technologies) and RNA integrity was assessed with a Bioanalyzer 2100 (Agilent Technologies). 100 ng of RNA were used for aRNA synthesis with a GeneChip 3′ IVT - Express Kit (Affymetrix), and 15 µg of labeled and fragmented aRNA were hybridized with Arabidopsis ATH1 genome arrays, according to the manufacturer’s recommendations (Affymetrix). Three biological replicates were examined for each genotype.

### Microarray Data Analysis

Microarray hybridization signals were recorded and processed using *Affymetrix*® *GeneChip*® *Command Console*® Software (AGCC). All processed samples passed the quality control tests. The resulting CEL files were further analyzed with the Partek Genomics Suite (Partek). A GC-RMA normalization was conducted. Principle Components Analysis (PCA) for all genes revealed significant separation based on genotype. To exclude genes that were not expressed in the plant material, a non-specific filter was applied using the MAS5.0 algorithm. Only those genes identified as “present” in at least one of the three replicates of a genotype were included in further analysis, and 16,824 of 22,810 passed the filtering criteria. A two-way ANOVA was performed and genes with a false discovery rate (FDR) of <0.05 were considered significantly altered in their expression in the mutants compared with the wild type. The gene lists were then filtered to select those with a fold change of >1.5. Gene list comparisons were performed using the Partek Genomics Suite. Gene expression data shown as heat-maps was standardized by the default method in the software (z-score conversion) to receive values between −2 and +2. Overlap analysis of genes differentially expressed in the *brm-1* and *ga1-3* mutants was performed using Fisher’s exact test. Gene ontology analyses were performed with the FatiGO [65] (Table 2) and GOrilla [66] (Figure S5) tools. The microarray data have been deposited in Gene Expression Omnibus and are accessible through GEO Series accession number GSE26848.

### Real-Time RT-qPCR Analyses

Aerial parts of 18-d-old seedlings of wild type, *brm-1*, *ga1-3*, *ga1-3/brm-1*, *ga1-3/rga/rgl1/rgl2* and *ga1-3/brm-1/rga/rgl1/rgl2* lines were used for analyses. RNA was extracted from plant material using the RNeasy plant mini kit (Qiagen) and DNA was removed by TURBO DNase-treatment (Ambion). A first-strand cDNA synthesis kit (Roche) was used to prepare cDNA from 1 µg of RNA. Aliquots (2 µl) of 5-fold diluted cDNA samples were used as templates in 20 µl reactions containing LightCycler 480 SYBR Green I Master mix (Roche) and specific primers for PCR amplification in a LightCycler 480 System (Roche), as recommended by the manufacturer. The final primer concentrations were 0.5 µM and the annealing temperature was set at 58–60°C. The RT-qPCR data were analyzed with LightCycler 480 Software version 1.3. *PP2A* and *GAPc* housekeeping genes were used as normalization controls and gave similar results. Each experiment was performed using at least two independent biological replicates, and the specificity of real-time PCR products was confirmed by melting curve analysis and agarose gel electrophoresis. For the set of data for which differences were small (Figure 3A), statistical significance was estimated by determining P value using Student’s t-test. Specific primers used in qPCR reactions are listed in Table S8.

### Chromatin Immunoprecipitation

ChIP experiments were performed as described by Gendrel et al. (2005) [67] with some modifications. Aerial parts of 15-d-old seedlings of the wild type and *brm-1* mutant (negative control) were used as the source of chromatin. Anti-BRM antibody [44] was bound to Dynabeads Protein A (Invitrogen) and incubated with aliquots of 10-fold diluted chromatin (∼100 µg of DNA). The isolated DNA was resuspended in 100 µl of water. ChIP enrichment of putative BRM targets was determined by qPCR using LightCycler 480 SYBR Green I Master mix (Roche). Reactions were performed with 2 µl of immunoprecipitated DNA as template. A standard curve was established for each pair of primers. The amount of ChIP DNA was calculated based on the standard curve and then normalized to the PP2A promoter sequence signal (control locus) for each sample. Fold enrichment of each region in the wild type was adjusted relative to the *brm-1* sample. In independent BRM-ChIP experiments, enrichments were also determined by subjecting the input and immunoprecipitated DNA to PCR and visualizing amplified bands by ethidium bromide staining after separation on agarose gels (Fig. S3). The *2S2-u* sequence was used as a positive control as it has been shown to bind BRM protein [12]. 18S rDNA served as negative control for BRM binding. Primers used in ChIP experiments are listed in Table S8.

## Supporting Information

Figure S1 **Examples of phenotypic traits of the** ***brm-1*** **null mutant resembling those of mutants with suppressed GA biosynthesis or signaling.** (A, B), Semi-dwarfism and dark green coloration. (C), Short and branched roots. (D), Closed flowers. (E), Underdeveloped stamens. (F), *brm-1* homozygous mutants germinate and are viable when grown on 10 µM PAC-containing medium supplemented with 10 µM GA_3_. At this concentration of GA_3_, the growth phenotype of wild type plants did not fully recover. 20-d-old plants are shown. Bar = 5 mm.
(TIF)

Figure S2 **Comparison of** ***brm-3*** **and** ***brm-1*** **mutants.** 14- and 20-d-old plants grown on MS medium (A) or in soil (B) under LD conditions are shown, respectively. Bars = 5 mm.
(TIF)

Figure S3 **ChIP analysis of potential BRM targets and control genes.** The *2S2-u* promoter [12] and 18S rDNA served as positive and negative controls for BRM binding, respectively. Primer sequences used in ChIP analysis are listed in Table S8.
(TIF)

Figure S4 **Flowering of the** ***ga1-3/brm-1*** **double mutant.** The *ga1-3/brm-1* mutant is usually unable to flower under long-day conditions (A, B). Treatment with 10 µM GA_3_ restores its ability to flower (C). 36-d-old (A) and 54-d-old (B, C) plants are shown.
(TIF)

Figure S5 **Functional analysis of genes commonly regulated by BRM and GAs**. (A, B), Genes misregulated in *ga1-3* and *brm-1* mutants, classified based on Gene Ontology (GO) categories of biological processes (A) and molecular function (B). Charts were generated using the Gene Ontology Enrichment Analysis and Visualization tool (http://cbl-gorilla.cs.technion.ac.il) [65]. There were only 18 genes with the “gibberellin-responsive” GO term in the *ga1-3* microarray dataset; 8 of them were also present in the overlapping gene-set. (C), Expression levels of genes encoding carboxylesterases and pectin-related enzymes in microarray data for *ga1-3*, *brm-1* and *ga1-3/brm-1* lines.
(TIF)

Figure S6 **Effect of DELLA mutations or GA treatment on** ***brm-1*** **and** ***ga1-3/brm-1*** **mutant phenotypes.** (A), Root length of *ga1-3/brm-1/3xdella* compared with *ga1-3/3xdella* plants. 12-d-old plants are shown. (B), Root length of 8-d-old *ga1-3/brm-1* plants compared with *ga1-3* plants grown in the presence of 2 µM GA_4_. (C), Growth phenotype of *brm-1/3xdella* plants grown on 10 µM PAC. 40-d-old plants are shown. Bars = 5 mm.
(TIF)

Table S1 **Effect of GA application on size and flowering of** ***brm-1*** **plants.**
(DOCX)

Table S2 **Genes that exhibit significantly different expression in** ***brm-1*** **mutant comparing to wild type.**
(XLSX)

Table S3 **Genes that exhibit significantly different expression in** ***ga1-3*** **mutant comparing to wild type.**
(XLSX)

Table S4 **Genes that exhibit significantly different expression in** ***ga1-3/brm-1*** **mutant comparing to wild type.**
(XLSX)

Table S5 **Genes showing differential expression both in** ***brm-1*** **and** ***ga1-3*** **mutants.**
(XLSX)

Table S6 **Differentially expressed genes in** ***ga1-3/brm-1*** **mutant that are also changed in the same direction in** ***brm-1*** **and** ***ga1-3*** **.**
(XLSX)

Table S7 **Genes from overlapping list showing enhanced misexpression in** ***ga1-3/brm-1*** **comparing to** ***brm-1*** **and** ***ga1-3*** **.**
(XLSX)

Table S8 **Oligonucleotides used in genotyping, RT-qPCR and ChIP.** [**68]**–[70] **.**
(DOCX)

# Supplementary material for: BRAHMA ATPase of the SWI/SNF Chromatin Remodeling Complex Acts as a Positive Regulator of Gibberellin-Mediated Responses in Arabidopsis
**Source:** PLoS One. 2013 Mar 11;8(3):e58588. doi: 10.1371/journal.pone.0058588
**Supplement:** Table S1 — Effect of GA application on size and flowering of brm-1 plants.

**Table S1. Effect of GA application on size and flowering of *brm-1* plants.**

|  | wild type  - GA | wild type  + GA | *brm-1*  - GA | *brm-1*  + GA |
| --- | --- | --- | --- | --- |
| Rosette radius at maturity (LD) [cm] | 4.3 ± 1.2 | 4.9 ± 0.7 | 3.1 ± 0.5 | 3.3 ± 0.4 |
| Height at maturity (LD) [cm] | 31.9 ± 6.8 | 37.2 ± 5.4 | 18.1 ± 3.5 | 25.1 ± 4.0 |
| Leaf no. at flowering (LD) | 11.6 ± 1.2 | 9.8 ± 0.8 | 9.9 ± 1.1 | 9.4 ± 0.8 |
| Days to flowering (LD) | 19.6 ± 2.6 | 19.3 ± 2.4 | 26.7 ± 3.3 | 25.2 ± 2.7 |
| Leaf no. at flowering (SD) | 54.2 ± 6.1 | 32.8 ± 2.7 | 22.8 ± 2.7 | 18.8 ± 1.6 |
| Days to flowering (SD) | 60.3 ± 4.1 | 42.6 ± 2.4 | 71.1 ± 5.8^a^ | 44.2 ± 2.9 |

Plants were grown in soil and treated with 10 μM GA_3_ by spraying twice a week. Data are means ± s.d. At least 15 plants of each line/condition were scored. LD – long-day conditions. SD – short-day conditions. ^a^ about 20% of *brm-1* plants grown under SD conditions never flowered, consistent with the data of Farrona et al. (2011) [13]. These plants were not included in calculations.

# Supplementary material for: BRAHMA ATPase of the SWI/SNF Chromatin Remodeling Complex Acts as a Positive Regulator of Gibberellin-Mediated Responses in Arabidopsis
**Source:** PLoS One. 2013 Mar 11;8(3):e58588. doi: 10.1371/journal.pone.0058588
**Supplement:** Table S8 — Oligonucleotides used in genotyping, RT-qPCR and ChIP. [68] –[70] .

**Table S8.** **Primers used in genotyping, RT-qPCR, and ChIP.**

| **Primers used for genotyping** | | | |
| --- | --- | --- | --- |
| **Primer pair** | **Sequences (5’-3’)** | **Method** | **Note** |
| Mut1L  Mut1R | GATTTCCCCAAATTCGATGC  ATCACCCACGGCGCCTATTCCTAAT | Genotyping *BRM* WT allele | Primers described in [44] |
| Lba1  Mut1L | TGGTTCACGTAGTGGGCCATCG  above | Genotyping *brm-1* mutant allele | Primers described in [44] |
| ga1-3wtF  ga1-3wtR | TTTGGCCCAACACACAAACAAACCTT  AAGCTTCGAACTCAAGGTTCTA | Genotyping *GA1* WT allele | Primers described in [68] |
| ga1-3mutF  ga1-3mutR | AATGAGATTCATGTTTGGC  TTTCTTCATACCACCTGCGTTC | Genotyping *ga1-3* mutant allele | this work and [68] |
| RGAwtF  RGAwtR | CAGCTAAGCATCCGATTTGC  TCACATAGAGAAGTCACATG | Genotyping *RGA* WT allele | Primers described in [27] |
| RGAwtF  Lba1 | above  above | Genotyping *rga-28* mutant allele | this work and [27] |
| RGL1wtF  RGL1wtR | GGTTCTTGGTGATGGAATCTCGA  TTATTCCACACGATTGATTCGCCA | Genotyping *RGL1* WT allele | Primers described in [27] |
| RGL1wtF  RGL1mutRB | Above  TGATAGTGACCTTAGGCGACTTTTGAACGC | Genotyping *rgl1-2* mutant allele | this work and [27] |
| RGL2wtF  RGL2wtR | TGCGGTACCATGAAGAGAGGATACGGAG  ATCGGTACCGCCGCGACTCAGG | Genotyping *RGL2* WT allele | Primers described in [27] |
| RGL2wtF  Lba1 | Above  Above | Genotyping *rgl2-13* mutant allele | this work and [27] |
| **Primers used for RT-qPCR** | | | |
| qPP2A-F  qPP2A-R | TATCGGATGACGATTCTTCGTGCAG  GCTTGGTCGACTATCGGAATGAGAG | *PP2A* RT-qPCR | Primers described in [44] |
| GAPc-F  GAPc-F | AGCTGCTACCTACGATG  CACACGGGAACTGTAAC | *GAPc* RT-qPCR | Primers described in [27] |
| GA3ox1-F2  GA3ox1-R2 | CCATTCACCTCCCACACTCT  GCCAGTGATGGTGAAACCTT | *GA3ox1* RT-qPCR | Primers described in [20] |
| GA3ox2-qF2  GA3ox2-qR2 | TGGTCCGAAGGTTTCAC  GGGTCGAGTCTGTATGG | *GA3ox2* RT-qPCR | Primers described in [20] |
| GA20ox1-qF2  GA20ox1-qR2 | GATCCATCCTCCACTTTAGA  GTGTATTCATGAGCGTCTGA | *GA20ox1* RT-qPCR | Primers described in [21] |
| GA20ox2-qF2  GA20ox2-qR2 | AAAACCCGGTGAGAGTTGTG  TAAGCCCAGAAGCTCCATGA | *GA20ox2* RT-qPCR | this work |
| GA2ox1-qF2  GA2ox1-qR2 | TGAGGACGAGAGGTTGTACGA  TCCTTTCGAATTGTTGAAGCC | *GA2ox1* RT-qPCR | Primers described in [21] |
| GA2ox2-qF  GA2ox2-qR | GGAACACACAGACCCACAGAT  TGTATCGGCTAAGACCCTGTG | *GA2ox2* RT-qPCR | this work |
| GID1a-qF  GID1a-qR | GTTTGGTGGGAATGAGAGAACG  CTAAACGCCTCACTGTTCTTCC | GID1a RT-qPCR | Primers described in [69] |
| GID1b-qF  GID1b-qR | CATCCAGCATGTAATCCCTTTGG  CACTTGTGGAAACTGTACACAACC | GID1b RT-qPCR | Primers described in [69] |
| GID1c-qF  GID1c-qR | ATGATGATGGATGGGCTGTT  TTCGGTCCCTCCAAACATAG | GID1c RT-qPCR | this work |
| SCL3-qF  SCL3-qR | ATTATGCGATGTTGCAGG  ATTACACCCACACCAGAC | *SCL3* RT-qPCR | Primers described in [58] |
| OFP16-qF2  OFP16-qR2 | TCTTCCTCCACCACAACCACTC  ATTCTCTTGACCGGGGTTCTGG | *OFP16* RT-qPCR | this work |
| EXP5-qF  EXP5-qR | AGAGAAGTGGTGGGATAAGGTTC  AACAAACGACAGACTTTGACCAT | *EXP5* RT-qPCR | this work |
| CYS2-qF  CYS2-qR | AGGTTTTCTGGTGATCGCTGTC  TGGATTCGAAATTGCCGTGTCTG | *CYS2* RT-qPCR | this work |
| LTP2-qF  LTP2-qR | GAACGCGCTTATGAGTTGTG  CTTTAGCGGCAGATTGAAGG | *LTP2* RT-qPCR | this work |
| **Primers used for ChIP** | | | |
| GA3ox1A2-F  GA3ox1A2-R | TGAATTTGGATCATGAAGACG  AGCGCAAGAGGCGTATAGAA | GA3ox1-d ChIP-PCR and ChIP-qPCR | Amplifies region 1490 -1268 upstream from ATG |
| 3ox1 –C-F | gacaacccatcatgtgtatgtatc  CATATGTTAAAGCACTTGTTTTGGT | GA3ox1-p ChIP-qPCR | Amplifies region 1490 -1268 upstream from ATG; primers described in [70] |
| SCL3-900-F2  SCL3-900-R2 | TAATGCCAAATGGGTTCATTG  GCTAATGTTGCATTTTCATTTTC | SCL3-d ChIP-PCR and ChIP-qPCR | Amplifies region 1096-892 upstream from ATG; |
| SCL3-5UTR2-F  SCL3-5UTR2-R | TCTCTGCAAACCCTAGTTCCTC  TGAAGGCCAAAAGCTTGATT | SCL3-p ChIP-qPCR | Amplifies region 194-2 upstream from ATG; |
| PP2A-Prom-F  PP2A-Prom-R | ttccgatattttctgaggaagaag  gggcctgtcaaagataagaactaa | PP2A ChIP-qPCR | Amplifies region 600 -454 upstream from ATG |
| ChIP-2S2u-F  ChIP-2S2u-R | CACATACCACACCTCATCGTG  CCATTTGTCTCTACGCATTTGA | *2S2-u* ChIP PCR | Amplifies target sequence for *BRM* as described previously [12] |
| 18S-F  18S-R | ATACGTGCAACAAACCC  CTACCTCCCCGTGTCA | *18S* rDNA ChIP PCR | Primers described in [58] |

How the deposited data were processed for this re-analysis (not part of the article)

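RNA from shoots of 18-d-old wild-type, brm-1, ga1-3 and ga1-3/brm-1 seedlings was measured on 12 ATH1 arrays, 3 per genotype. The submitters' processing notes name Partek and GCRMA. The table holds log2 GC-RMA signals of 16824 probe sets, the number that the paper gives after its detection filter, so that filter is already included and cannot be repeated or undone here. The plan had assumed an unfiltered table. For arrays no read depth exists; their number limits the precision. The 60 control probe sets were left out, which leaves 16764.

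The values were used as given. In R 4.3.3 with limma 3.58.1, a linear model with genotype was fitted on all 12 arrays, followed by eBayes and Benjamini-Hochberg adjustment. A call needs an adjusted p under 0.05 and a fold change over 1.5. Contrasts were each mutant against the wild type, the double mutant against each single mutant, and the interaction (double mutant minus both single mutants plus wild type), which was called on the adjusted p alone. A genotype mean below 4.70, the 26th percentile of the table, is called near background. That percentile was planned for all probe sets on the arrays, and over the filtered table it gives a higher level. In simulated data 74.6% of changes of 2-fold in brm-1 and 63.6% in ga1-3 were called, against 37.3% and 23.5% of changes of 1.5-fold.

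Probe sets were named from the platform table, which gives 1 gene for 9267 and several for 358. A further 1661 were named through the paper's tables, and 5439 stayed unnamed. Since the paper's tables list only genes the paper called, gene lists were tested on members named by the platform table only. Of 28 lists, 4 had at least 5 such members (expansins, Aux/IAA and GH3, GA signaling, XTH) and were tested with camera at a preset correlation of 0.01 and again with an estimated one. Named genes follow a rule set before the data were examined: genes that the paper names beside the arrays, called genes of gibberellin synthesis, inactivation and signaling, the 5 largest rises and falls per mutant, and up to 4 members of each other list. The values in the paper's tables had been seen by then. Genes outside this rule were chosen after their values were seen: FLC, SPL3, SVP and AGL20 (flowering), TOC1, PRR3, RVE1 and GRP7 (clock), IAA2, GH3.3 and PAP2 (auxin), EXPA8 and EXPA20 (expansins), AT5G23870, PGIP2 and AT3G62060 (pectin), the genes with the largest interactions, the hypoxia list, and UBQ11 and the other genes beside GA1. The third brm-1 array was found apart after the values were seen.

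The paper's methods name a 2-factor model without naming the second factor in the text. Of 2040 divisions of the arrays into 2 levels that can be fitted beside genotype, 1 brings the fitted fold changes back to those of the paper's tables (median gap 2.62e-06 on the log2 scale for brm-1, against 0.0217 for the next best). It puts replicates 1 and 2 of the wild type and of ga1-3 with replicate 3 of brm-1 and of the double mutant in level A, and the other 6 arrays in level B. What the levels stand for is unknown. In limma the second factor had 0 probe sets at an adjusted p under 0.05 and 2573 at an unadjusted p under 0.05.

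The alternatives tried were another normalization or centring, ordinary variance, a replicate block, the arrays of 2 genotypes only, an intensity trend, other thresholds, each array left out, and, added after seeing the data, the second factor and a filter that drops the dimmest probe sets. Neighbouring genes were ordered with the TAIR10.1 annotation. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.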

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

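All tests in this part except the planned interaction were chosen after the results were seen. The brm-1 effect differed between the wild-type and the ga1-3 background for 1492 probe sets (interaction term, limma, adjusted p under 0.05). The count depends on single arrays and on the model: it was 795 without ga1-3 replicate 1, 963 without ga1-3 replicate 2, 842 without brm-1 replicate 1, 911 without double mutant replicate 1, 903 without wild-type replicate 2 and 844 without wild-type replicate 3, and with a replicate block 969 by limma and 433 with ordinary variance. Of the 1492, 33 were called in opposite directions in the 2 backgrounds. The largest differences were those of AT2G17850 (interaction 5.84 on the log2 scale), DIC2, a mitochondrial carrier (5.81), and AT4G39675 (5.72), and in the other direction AIG1 (-3.65), AT1G52770 (-3.51) and CHI (-3.35). FLC, a repressor of flowering, had an interaction of 4.03: it fell to near background in ga1-3 (-1.90 ± 0.37, standard error, n = 3) and rose in ga1-3/brm-1 (1.44 ± 0.37).

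Of the hypoxia-response list, 11 members had a positive interaction, 5 of which had led to the list. AT2G17850, AT3G29970 and AT5G66985, near background in the other genotypes, rose in the double mutant by 5.82, 5.61 and 5.30 and had -0.03, 0.11 and 0.04 in brm-1 and 0.02, 0.10 and 0.27 in ga1-3. Double mutant replicate 1 carries part of the size: without it the rises were 4.91, 4.97 and 4.44, and the interactions of AT2G17850 and AT4G39675 were 4.92 and 5.12. The 18 other members shifted upward against ga1-3 (camera p = 0.000323, and p = 0.146 with an estimated correlation), 10 of them called up and 2 down. At the preset correlation the highest camera p without 1 double mutant array was 0.000463 (without replicate 1). With the second factor as a block it was 0.00103. These fits were not run with an estimated correlation, and no ga1-3 array was left out. They therefore do not decide whether a single array or the second factor is the source. The medians of the 18 were upward within both levels of that factor, which share no array. They were 0.62 in level A, which holds 1 double mutant array, and 1.11 in level B, which holds 1 ga1-3 array. Every double mutant array lay above all other arrays for 11 of the 11. These were chosen for a positive interaction on the same arrays, so the count is largely set by the choice. Handling or growth of these plants could raise them as well as the genotype, so the 2 cannot be told apart. The interaction of AT4G10270, AT4G24110 and AT5G10040 was lost in 10, 10 and 9 of the 12 fits that leave out 1 array.

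Some genes around GA1 changed alike in ga1-3 and the double mutant. AT4G02540 fell by 5.38 and 5.42 and AT4G08110 by 3.44 and 3.53. The paper's methods describe the ga1-3 line as introgressed into Col-0, so linked DNA of that line may be a source. Its test depends on how it is set. In the definition tried first, changed alike in both lines, 20 genes among the 97 above and 100 below GA1 did so. Of the windows of the genome 0.322% hold as many, but with 25 and 50 genes on each side 11.0% and 11.9% of windows do. A definition tried second, which also asks for no call in brm-1, gave 3.72%, 3.26% and 0.322% (25, 50 and 100 genes). Its widest window held 17 genes, against a mean of 3.78 and at most 18 over the genome, and 6 of the 17 changed over 4-fold. This definition was chosen after the first was seen, so linkage stays open. Wild type and ga1-3 have the same number of arrays in each level, so the second factor adds nothing to the ga1-3 changes. With it as a block the 20 genes kept at least 87.2% of the log2 change in the double mutant. This argues against the second factor as the source, by a rule set after the values were seen. An earlier rule, on the share of calls kept, was not met with 50 genes on each side under the second definition (83.3%). Both calls were kept by 19 of the 20; AT4G01860 lost that in the double mutant, where its change went from -0.59 ± 0.17 to -0.51 ± 0.16 and under the fold threshold (adjusted p = 0.028 with the block).

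Among 559 probe sets changed alike in both single mutants, 221 were less than additive on the log2 scale by limma and 0 were more (4 at an unadjusted p under 0.05). Choosing and testing on shared arrays is argued against as the source only by a rule set after the values were seen. Among probe sets chosen without the arrays of 1 replicate number, 82.3%, 95.3% and 69.1% lay below the sum in the arrays left out. Their mean was 82.25%, where choosing alone gives about 50%. An earlier rule, a bound for each left-out set, was not met by that of replicate 3 and was replaced. Each of the 4096 switches of sign of the deviations of the left-out arrays from their genotype means gave a lower mean (at most 71.1%). Taken alone, the sets left out with replicates 1 and 2 lay above their highest switch (72.1% and 64.7%) and that with replicate 3 did not (76.6%), so the test rests on the mean. Additive effects simulated 100 times with the spread of each probe set gave at most 1 such call. Signal near background is argued against as the whole source, since 34.6% of the probe sets above background in all 4 genotypes were less than additive. A limit on how far a gene can change was not tested.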

How the results depend on the processing

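The direction of every called value of the named genes stayed the same under the alternatives that fit or filter the arrays anew: of 13234 values, 11841 kept their call and 1393 lost it. The other thresholds were applied to the counts only, the arrays of 2 genotypes give no interaction, and probe sets removed as dimmest have no value. The alternatives with the second factor and without the dimmest probe sets were chosen after seeing the data. The 2 planned filters on dim probe sets were not run, since the table already holds the number they would keep. Signal near background limits how far a fall to it or a rise from it can be measured. The counts follow for probe sets changed in ga1-3/brm-1 against ga1-3 and probe sets with an interaction of brm-1 and ga1-3 (interactions), and for brm-1, ga1-3, the double mutant, both single mutants and all 3 mutants; the shares are those of ga1-3 calls shared with brm-1, of 1 direction and of enhanced change. With ordinary variance and a replicate block the counts were 1585 (brm-1), 747 (ga1-3), 298 (both), 264 (all 3) and 433 (interactions), and the shares 39.9% (shared), 94.7% (1 direction) and 13.6% (enhanced). With limma and a replicate block 969 interactions were called and the gene list GA signaling in ga1-3 against wild type had an adjusted p of 0.0574. The replicate numbers do not pair the arrays: 1 of 18 correlations was over 0.1 (-0.198 to 0.119), and 2 of 12 arrays lay closest to their own number. With the arrays of 2 genotypes the shares were 38.4% (shared) and 10.8% (enhanced), and the GA signaling list had an adjusted p of 0.0908. Without a fold threshold the counts were 2262 (ga1-3), 6236 (double), 1044 (both), 879 (all 3) and 5749 (double against ga1-3). Over 2-fold they were 1227 (brm-1), 697 (ga1-3), 2043 (double), 276 (both), 240 (all 3) and 1475 (double against ga1-3), with 39.6% shared. At FDR under 0.01 they were 1617 (brm-1), 811 (ga1-3), 317 (both), 279 (all 3) and 283 (interactions), with 39.1% shared, 95.7% in 1 direction and 8.24% enhanced. Enhanced without a test was 69.0% by any amount and 21.2% by over 1.5 times. Leaving out 1 array gave 12.4% to 17.3% enhanced, 40.6% to 44.7% shared, 91.4% to 94.7% in 1 direction and 795 to 1766 interactions, which were 795 without ga1-3 replicate 1 and 963 without replicate 2, 842 without brm-1 replicate 1, 911 without double mutant replicate 1, 903 without wild-type replicate 2 and 844 without replicate 3. The GA signaling list had an adjusted p of 0.015 to 0.0577, past 0.05 without wild-type replicate 1 (0.0577) or 3 (0.0555). With estimated correlations the adjusted p was 0.143, 0.135 and 0.0667 for expansins (brm-1, double, double against ga1-3) and 0.235 for GA signaling. With the second factor as a block 46.7% were shared and 21.4% enhanced. Within level A 183 interactions were called, 3.56% were enhanced and GA signaling had an adjusted p of 0.0811. Within level B the counts were 558 (brm-1), 47 (ga1-3), 1961 (double), 33 (both), 32 (all 3), 2231 (double against ga1-3) and 0 (interactions by limma, 3390 at an unadjusted p under 0.05), with 70.2% shared, 0 enhanced and an adjusted p of 0.163 for GA signaling; each level holds 6 arrays. Without the dimmest probe sets 21.6% were enhanced and GA signaling had an adjusted p of 0.129. Thresholds and fewer arrays change counts by construction, and for the other alternatives the cause was not tested.

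The 6 arrays of a comparison give 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 2110 (brm-1), 1499 (ga1-3), 3984 (double) and 3315 (double against ga1-3) and the highest other split 0. Of 100 splits of the 12 arrays, 1, the real one, gave as many as 650 in both (highest other 456), 554 in all 3 (424) and 1492 interactions (713). These splits mix all genotypes, so they ask only whether the genotypes differ at all. They test neither an overlap beyond the single effects nor an interaction given those effects. They also do not test the controls that the comparisons share.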

Differences from the paper's values

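The share of genes with enhanced change in the double mutant differs. The paper's value is about 40%, of the genes changed in all 3 mutants, and here 17.5% of the probe sets changed in 1 direction in all 3 were enhanced by a test against both single mutants. The paper's text names no test for it. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value. Those with a test lay below it, as did a change larger by over 1.5 times without a test (21.2%), and a change larger by any amount without a test (69.0%) lay above it. None of the alternatives chosen after seeing the values came within 1.5 times of it either.

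The paper calls the effects on CYS2 and LTP2 synergistic and those on EXP5 and OFP16 additive, from RT-qPCR, another measure than that used here, and states that this matches its microarray data. On the log2 scale of the arrays the interaction was negative for CYS2 (-1.62, called less than additive) and LTP2 (-0.92, not called). On the linear scale both exceeded the sum of the single changes, without a test. CYS2 had 57.2 against 26.0 times the wild type, and LTP2 had 8.90 against 7.44. The values of CYS2 may be lower bounds, since it was near background in the wild type. EXPA5 (0.09) and OFP16 (-0.90) had no called interaction. OFP16 fell in both single mutants, so its negative estimate lies beyond the sum on the log2 scale. The negative estimates of CYS2 and LTP2, which rose, lie below it. The paper also states that most genes changed in all 3 mutants were non-additive, and sets them against the rest, with enhanced change. Here 17.5% of the 510 with 1 direction were enhanced by the test, and 69.0% by any amount without a test. A probe set that misses the test is not shown to be non-additive, so these shares do not decide the paper's statement. The interaction term is another measure: 34.3% of the 510 had a called one, all of them less than additive on the log2 scale. Of the 510, 50.4% differed in the double mutant from neither single mutant.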

Other observations

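SVP, AGL20, UBQ10 and UBQ11 were singled out after their values were seen, and the other genes here follow the planned lists. PYK10, a root and ER-body enzyme, rose in ga1-3 (1.71 ± 0.31, log2, standard error, n = 3) and in ga1-3/brm-1 (2.55 ± 0.31). PAP85, a seed storage gene, fell in brm-1 (-2.53 ± 0.52), rose in ga1-3 (1.83 ± 0.52, lost in 7 of the 12 fits that leave out 1 array) and fell in the double mutant (-2.40 ± 0.52, and -3.003 without double mutant replicate 2). AOP3, of glucosinolate synthesis, rose in ga1-3 (5.40 ± 0.23); it is among the genes near GA1 for which linked DNA of the ga1-3 line stays open. SVP and AGL20, both regulators of flowering, fell in the double mutant (-0.95 ± 0.16 and -1.33 ± 0.13) and were called in neither single mutant, and their interactions were not called (adjusted p = 0.18 and 0.10, limma). Of the 7 XTH genes named by the platform table, 2 rose and 1 fell in brm-1 and 1 rose and 1 fell in ga1-3, with the same counts adjusted over the list alone, and the list did not shift (camera, adjusted p = 0.291 and 0.888).

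UBQ11 and UBQ10 fell in ga1-3 (-3.61 ± 0.25 and -0.90 ± 0.18) and in the double mutant (-3.63 ± 0.25 and -0.86 ± 0.18). Polyubiquitin genes are alike in sequence, and whether their probe sets share signal was not tested. Both genes lie in the stretch of chromosome 4 around GA1 for which linked DNA stays open as well. Of the probe sets in the paper's tables, 1830 of the 1995 held of Table S2, which is held in part, were called in brm-1, 478 of 510 of Table S5 were called in both single mutants, and 391 of the 419 of Table S6 were changed here in 1 direction in all 3 mutants.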
